# Dysregulation of AGO2-miRNA dynamics underlies the *AGO2*-associated Lessel–Kreienkamp syndrome

**DOI:** 10.1093/nar/gkaf1002

**Published:** 2025-10-16

**Authors:** TingYu M Liu, Debora Tibbe, Jan Broder Engler, Irm Hermans-Borgmeyer, Uwe Borgmeyer, Kerstin Robles de Maruri, Davor Lessel, Ian J MacRae, Hans-Jürgen Kreienkamp

## Abstract

Mutations in human Argonaute genes, *AGO1* and *AGO2*, are associated with neurodevelopmental disorders. Although multiple patients have been identified, the underlying molecular basis for pathogenesis remains unclear. Here, we biochemically examined five *AGO2* mutations (p.L192P, p.A367P, p.T357M, p.F182del, and p.G733R) linked to different clinical severities. Except for G733R, all AGO2 mutant proteins maintained a stable fold, capable of binding and using microRNA (miRNA) guides. Kinetic studies showed that the L192P, A367P, and T357M mutants have prolonged dwell times on target RNAs, indicating impaired target release. The L192P and A367P variants also display slow target RNA association kinetics. RNA Bind-n-Seq experiments showed that *in vitro*, the L192P, A367P, T357M, and F182Δ mutants are prone to mis-targeting. In cultured murine cortical neurons, the L192P mutant altered the miRNA complement associated with AGO2, altered guide strand selectivity, and increased the accumulation of 3′ isomiRs, suggesting altered miRNA loading and increased miRNA 3′ end exposure. *In vivo*, mice carrying the p.L192P variant, but not p.G733R, demonstrated strongly reduced breeding ability, altered cortical transcriptomes, and over-repression of miRNA targets. The combined results suggest patient mutations impact AGO2 targeting dynamics in a gain-of-function manner, leading to deregulation of the neuronal transcriptome and the observed neurodevelopmental anomalies.

## Introduction

Next-generation sequencing (NGS) technologies are now routinely used to identify potentially causative variants for a broad variety of Mendelian disorders, including neurodevelopmental disorders (NDDs). However, despite these advancements, two significant challenges persist for most NDDs: accurately determining the pathogenicity of newly identified variants and translating genetic findings into effective clinical interventions. Addressing both challenges requires a thorough understanding of the molecular and cellular consequences of the identified mutations.

Recently, heterozygous *de novo* mutations in the human Argonaute genes *AGO1* and *AGO2* have been associated with similar, ultra-rare NDDs [1, 2], namely *Neurodevelopmental disorder with language delay and behavioral abnormalities, with or without seizures* (NEDLBAS; #620 292) and *Lessel-Kreienkamp syndrome* (LESKRES; # 619 149), respectively. Argonaute proteins (AGO1-4) are essential mediators of RNA interference, assembling with miRNAs to form the RNA-induced silencing complex (RISC) [3]. Additionally, siRNAs can also be incorporated into Argonaute proteins via RISC assembly. RISC assembly thereby serves as the central point of convergence between the miRNA and siRNA pathways. However, in mammals, the siRNA pathway plays an unclear role in terms of physiology. Once a small guide miRNA duplex is loaded into an Argonaute protein, one of the two strands remains and is termed the guide, whereas the other strand, termed the passenger, is released and degraded. The Argonaute protein in complex with the guide binds to cognate sites in target messenger RNAs (mRNAs). The outcome of binding depends on the degree of complementarity between the guide RNA and the target mRNA. Targets with perfect or near-perfect complementarity can be directly cleaved by AGO2 and AGO3 [4–6]. However, for miRNAs, it is more common to recognize partially complementary target sites, which leads to translational repression and accelerated mRNA decay [7]. Argonaute proteins accomplish these effects by recruiting GW182, which interacts with PABP and deadenylation and decapping enzymes, ultimately contributing to mRNA degradation [8]. Given its critical role in gene expression regulation, the miRNA pathway has significant implications for the nervous system. Dysregulation at various stages of miRNA metabolism can impact neuronal morphology, synapse formation, synaptic plasticity, and key processes related to learning and memory [9–11].

Previous functional characterization of *AGO2* mutations associated with LESKRES revealed a shared defect in short hairpin RNA (shRNA)-mediated silencing, suggesting that direct target cleavage is impaired [2]. Additionally, mutation-specific molecular effects were observed, wherein the missense mutation p.G733R impaired RISC formation. Other *AGO2* mutations did not affect fundamental aspects of RISC but exhibited increased binding to mRNA targets, reduced phosphorylation of a *C*-terminal serine cluster involved in mRNA target release, and enhanced formation of dendritic P-bodies in neurons [2].

Here, to further elucidate the molecular mechanisms underlying LESKRES, we conducted an *in-depth* functional characterization of selected *AGO2* mutations. We analyzed the protein stability, RNA binding affinity, and dwell times on target RNAs, along with target binding and mis-targeting rates. The mutation resulting in the most severe deficits, p.L192P, was further investigated using cortical murine neurons and knock-in mice, employing both morphological analyses and NGS-based techniques.

## Materials & methods

### Cloning and mutagenesis for generating Ago2 mutant proteins

Plasmids encoding AGO2 mutants were produced using NEBuilder® HiFi DNA Assembly. PCR was used to generate 5′ and 3′ fragments of mutant AGO2 constructs using the primers listed in Supplementary Table S2 with a wild-type cDNA clone of AGO2 as a template. PCR products were purified by agarose gel electrophoresis and assembled with a modified version of pFastBac (HTA) that had been linearized by digestion with *Sfo*I and *Xho*I. All constructs also carried mutations at AGO2 phosphorylation sites (S387D, S824A, S828D, S831D, and S834A) to avoid indirect effects associated with differential phosphorylation during protein expression.

### Bacterial strains and plasmids for mutant AGO2 protein production

Chemically competent *Escherichia coli* OmniMAX^T^ (C854003, Thermo Fisher) were used for all molecular cloning steps. Bacmid DNAs were produced using DH10Bac *E. coli* (10 361 012, Thermo Fisher).

### Bacterial media and growth conditions for mutant AGO2 protein production

Bacterial cultures were typically grown in Luria–Bertani (LB) medium at 37°C. For plasmid selection, media was supplemented with one or more of the following: ampicillin (100 μg/mL), kanamycin (40 μg/mL), tetracycline (5 μg/mL), gentamycin (7 μg/mL), 5-Bromo-4-Chloro-3-Indolyl β-D-Galactopyranoside (X-gal, 25 μg/mL in dimethylformamide), and/or Isopropyl β-D-1-thiogalactopyranoside (IPTG, 1 mM).

### Insect cell media and growth conditions for mutant AGO2 protein production

Sf9 cells (94–001S, Expression Systems) were grown in Lonza Insect XPRESS medium supplemented with 1x Gibco Antibiotic-Antimycotic at 27°C in monolayer dishes, or in suspension with moderate shaking.

### AGO2-guide RNA complexes preparation

All AGO2 proteins were expressed in Sf9 cells using a baculovirus system (Invitrogen) as described previously [12]. For each protein, 750 mL of Sf9 cells at 2.0 × 10^6^ cells/mL were infected with 7.5 mL baculovirus and incubated at 27°C for ∼60 h with aeration via shaking. Infected cells were then harvested by centrifugation. Each cell pellet was suspended in ∼15 mL Lysis Buffer (50 mM Tris pH 8.0, 300 mM NaCl, 0.5 mM TCEP). Resuspended cells were lysed by passing five times through an M-110P lab homogenizer (Microfluidics). The resulting total cell lysate was clarified by centrifugation (15 000 rpm for 20 min at 4°C), and the supernatant fraction of each sample was applied to 3 mL packed Ni-NTA resin (Qiagen) and gently rocked at 4°C for 1 h in 50 mL conical tubes. The resin was pelleted by brief centrifugation and the supernatant solution was discarded. The resin was washed with ∼45 mL ice-cold Nickel Wash Buffer (50 mM Tris pH 8.0, 300 mM NaCl, 20 mM Imidazole, 0.5 mM TCEP). Centrifugation/wash steps were repeated once more with Nickel Wash Buffer, followed by an additional wash supplemented with 5 mM CaCl_2_. Around 100U of micrococcal nuclease (Clontech) was added to the washed resin, and the resulting mixture was incubated at room temperature for 1 h to reduce the amount of co-purifying nucleic acids in the preparation. The nuclease-treated resin was washed twice again with Nickel Wash Buffer and then eluted in three fractions (7.5, 5, and 5 mL) using Nickel Elution Buffer (50 mM Tris pH 8.0, 300 mM NaCl, 300 mM Imidazole, 0.5 mM TCEP). EGTA was added to the eluted protein to a final concentration of 5 mM. Eluted protein was then supplemented with 5 nmol synthetic guide RNA (miR-122, Supplementary Table S2) and 150 μg TEV protease. The resulting mixture was dialyzed against 1 liter of Dialysis Buffer (50 mM Tris pH 8.0, 300 mM NaCl, 15mM Imidazole, 0.5 mM TCEP) at 4°C overnight.

The following day, AGO2–miR-122 complexes were purified away from AGO2 molecules associated with small RNAs endogenous to sf9 cells using a modified version of the Arpon method [13]. First, AGO2-miR-122 capture resin was prepared by incubating 144 μL packed High Capacity Neutravidin Resin (Thermo Fisher) with 12 nmol biotinylated miR-122 capture oligo in Wash A Buffer (30 mM Tris pH 8.0, 100 mM KOAc, 2 mM MgOAc, 0.02% CHAPS, 0.5mM TCEP) for 30 min at 4°C. Unbound capture oligo was removed by washing the resin with 50 mL Wash A Buffer. Dialyzed Ago2 protein was recovered from dialysis and supplemented with 0.02% CHAPS (final concentration) and 2 mM MgOAc (final concentration). The resulting mixture was then incubated with capture resin at RT for 2 h. Unbound material was removed and the resin was washed twice with 10 mL Wash A followed by five times with 10 ml Wash B Buffer (30 mM Tris pH 8.0, 2 M KOAc, 2 mM MgOAc, 0.02% CHAPS, 0.5mM TCEP) and twice with Wash C Buffer (30 mM Tris pH 8.0, 1 M KOAc, 2 mM MgOAc, 0.02% CHAPS, 0.5mM TCEP). The AGO2-guide sample was then eluted by resuspending the resin in 720 μL Wash C Buffer containing 24 nmol of the competitor DNA and incubating at RT for 30 min with gentle shaking. The eluted sample was then incubated with 144 μl (packed) of fresh High Capacity Neutravidin Resin (equilibrated in 50mM Tris pH 8.0, 150mM NaCl, 0.5mM TCEP) at RT for 30 min to remove excess competitor DNA. The supernatant solution (containing the AGO2–miR-122 complexes) was then buffer exchanged into Q Dialysis Buffer (30 mM Tris pH 8.0, 150 mM NaCl, 0.5 mM TCEP) using a 4 ml concentrator (30 kDa MWCO). During buffer exchange, 80 μl of Q Sepharose Fast Flow anion exchange resin slurry (GE Healthcare) was equilibrated in Q dialyzing buffer. The buffer-exchanged AGO2-miR-122 sample was then incubated with this resin for 30 min to remove remaining unbound oligonucleotides. The flow-through solution was collected and concentrated to ∼1 mg/mL in Q Dialysis Buffer. The concentrated protein was aliquoted and stored at −80°C. The concentration of the AGO2–guide RNA complex was determined by Nanodrop using the extinction coefficient ϵ_280_ = 198 370 M^−1^ cm^−1^ (assuming a molecular weight of 100 kDa).

### Equilibrium target binding assays

Equilibrium target binding assays were performed in a similar manner described previously [14]. Various concentrations (0–10 nM) of wild-type and mutant AGO2-miR-122 samples were incubated with ∼0.1 nM 5′ ^32^P‐radiolabeled target RNA in binding reaction buffer (30 mM Tris pH 8.0, 100 mM KOAc, 2 mM MgOAc, 0.5 mM TCEP, 0.005% (v/v) NP‐40, 0.01 mg/ml baker’s yeast tRNA) with a total volume of 50 μl for 2 h at RT. The reactions were then applied to a vacuum-connected dot-blot apparatus (GE Healthcare Life Sciences), with Protran nitrocellulose membrane (0.45‐μm pore size, Whatman, GE Healthcare Life Sciences) capturing the protein–RNA complexes, and Hybond Nylon membrane (Amersham, GE Healthcare Life Sciences) capturing the unbound target RNA. Each applied dot was immediately washed with 50 μl wash buffer (30 mM Tris pH 8.0, 100 mM KOAc, 2 mM MgOAc, 0.5 mM TCEP). Membranes were air-dried and radioactive signals were visualized by phosphorimaging. ImageQuant (GE Healthcare Life Sciences) was used to quantify signal data and dissociation constants were calculated using Prism version 6.0g (GraphPad Software, Inc.), using the following formula, which accounts for potential ligand depletion [15]:

\begin{eqnarray*}
{\mathrm{F = Bmax}}\frac{{\left( {\left[ {{\mathrm{ET}}} \right]{\mathrm{ + }}\left[ {{\mathrm{ST}}} \right]{\mathrm{ + KD}}} \right){\mathrm{ - }}\sqrt {{{{\left( {\left[ {{\mathrm{ET}}} \right]{\mathrm{ + }}\left[ {{\mathrm{ST}}} \right]{\mathrm{ + KD}}} \right)}}^{\mathrm{2}}}{\mathrm{ - 4[ET][ST]}}} }}{{{\mathrm{2[ST]}}}}
\end{eqnarray*}

where F is the fraction of target bound, B_max_ is the calculated maximum number of binding sites, [E_T_] is the total enzyme concentration, [S_T_] is the total target concentration, and *K_D_* is the apparent equilibrium dissociation constant.

### Target dissociation assays

Target dissociation rates were determined by mixing 2.5 nM of a AGO2-miR-122 sample with ∼0.1 nM ^32^P 5′-radiolabeled target RNA in binding buffer (30 mM Tris pH 8.0, 100 mM potassium acetate, 2 mM Magnesium acetate, 0.5 mM TCEP, 0.005% (v/v) NP-40, 0.01 mg/mL baker’s yeast tRNA) in a single reaction mixture with a volume of 50 μL per time point planned for the experiment (for example, 300 μl for six time points). The resulting mixture was incubated at room temperature for 60 minutes to allow binding to approach equilibrium. After equilibration, a zero-time point was taken by applying 50 μl of the reaction to the dot-blot apparatus fit with a Protran nitrocellulose membrane on top of a Hybond Nylon membrane under vacuum. The applied sample was immediately washed with 50 μL of ice-cold wash buffer (30 mM Tris pH 8.0, 100 mM potassium acetate, 2 mM Magnesium acetate, 0.5 mM TCEP). The dissociation time course was started by the addition of 300 nM (final concentration) unlabeled target RNA. Aliquots of 50 μL were taken at various times and immediately applied to the dot-blot apparatus under vacuum, followed by 50 μL of ice-cold wash buffer. Time points ranged from 1 to 16 min. Membranes were air-dried and visualized by phosphorimaging. ^32^P signal was quantified using ImageQuant TL (GE Healthcare). The fraction of target RNA bound was calculated as the ratio of bound to total (bound + free) target RNA. Dissociation rates were calculated by plotting data as fraction bound versus time and fitting to a two-phase decay curve using Prism v.8.0 (GraphPad).

### Target association assay

Target association experiments were set up by first incubating ∼5 pM ^32^P 5′-radiolabeled target RNA (Supplementary Table S2) in binding reaction buffer (30 mM Tris pH 8.0, 100 mM potassium acetate, 0.5 mM TCEP, 0.005% (v/v) NP-40, 0.01 mg ml^−1^ baker’s yeast tRNA) in a single large reaction with a volume of 50 μl for each time point planned for the experiment at room temperature for 15 min. A zero-time point was taken by applying 50 μl of the reaction to the dot-blot apparatus fit with a Protran nitrocellulose membrane on top of a Hybond Nylon membrane under vacuum. The applied sample was immediately washed with 50 μL of ice-cold wash buffer (30 mM Tris pH 8.0, 100 mM potassium acetate, 2 mM Magnesium acetate, 0.5 mM TCEP). The association reaction was then initiated by the addition of AGO2-miR-122 at concentrations ranging from 0.25 to 1.5 nM. 50 μl aliquots were taken at various times and applied to a dot-blot apparatus under vacuum, followed by 50 μl of ice-cold wash buffer. Time points ranged from 15 to 300 s. Membranes were air-dried and visualized, the signal was quantified, and the bound fraction was calculated as described above for target dissociation assays. Data were fit to a one-phase exponential curve using Prism v.8.0 (GraphPad) to determine an observed binding rate constant (*k_on,_*_obs_). *k_on,_*_obs_ were then replot as a function of AGO2-miR-122 concentration and the slopes of the resulting lines were taken as the association rate constants (*k*_on_).

### AGO2 bind-n-seq experiment

A pool of 256 target RNAs that contain the sequence “RYRYYYYR,” where R is purine and Y is pyrimidine, flanked by constant sequences was synthesized by Integrated DNA Technologies (Supplementary Table S2). This pattern of purines and pyrimidines contains the sequence “ACACTCCA,” which is a perfect match (8mer) to the miR-122 seed sequence, as well as 255 mismatched variations of the 8mer. The target RNA pool was first annealed to the 5′ and 3′ blocker oligos, which are complementary to the constant regions of the target RNAs, minimizing secondary structure. Annealing was accomplished by mixing the target RNA library (1μM) with blocker oligos (1.2 μM each) in a buffer of 120 mM potassium acetate, 3.5 mM magnesium acetate, and 30 mM Tris, pH 8 and incubating the resulting mixture at 90°C for 5 min. The heated sample was then placed on the benchtop and allowed to cool back to room temperature. The target RNA library was diluted to a concentration of 100 nM using Binding Reaction Buffer (30 mM Tris pH 8.0, 0.1 M potassium acetate, 2 mM magnesium acetate, 0.5 mM TCEP, 0.005% NP-40, and 0.01 mg/ml yeast tRNA).

The binding reaction was initiated by the addition of AGO2–miR-122 complex (3 nM, final concentration). The final reaction volumes were 100 μl. After 30 s, half of each binding reaction (50 μl) was applied to a Protran nitrocellulose membrane in a Dot Blot apparatus under vacuum to capture AGO2-bound RNAs. The spot was immediately washed with 50 μl of Binding Reaching Buffer (minus tRNA) to ensure only AGO2-associated RNA remained on the membrane. The second half of each binding reaction was treated the same way after incubating for 60 min. Spots of the membrane containing RNA were excised with a razor blade and target RNAs were recovered by incubating each cutout spot in a 1.5 ml tube containing 300 μl of 100mM Tris, 200mM NaCl, 5mM EDTA, 1% SDS, and incubating at 45°C for an hour. Each extracted RNA solution was then mixed with 300 μl of phenol:chloroform:isoamyl alcohol (25:24:1 ratio). After centrifugation, the top layer was moved to a new tube and mixed with 30 μl of 3 M sodium acetate, pH 5.2, and 750 μl of ice-cold ethanol. The resulting mixture was incubated at −80 °C for at least 2 h. RNAs were precipitated by centrifugation, pellets washed with 70% ethanol, air-dried, and then resuspended in 20 μl of water.

The RNAs (and input library) were then transcribed into DNA using Superscript III reverse transcriptase (ThermoFisher) following the manufacturer's protocol and amplified by PCR using KAPA HiFi HotStart ReadyMix (Roche) and barcoded primers that add Illumina adapter sequences. PCR samples were resolved by 10% polyacrylamide gel electrophoresis in TBE buffer, and the desired products were excised with a razor blade. DNA was extracted from the gel slices, purified using Oligo Clean and Concentrator columns (Zymo Research), and analyzed by Illumina Sequencing. After sequencing, unique reads were trimmed of the adapter sequences and those of the correct read length were retained. The remaining reads were sorted into subsets corresponding to each experimental sample using the eight-base barcodes. A read count analysis was performed on each subset, and the fraction of the total number of reads for each sequence in each subset was determined. The fold enrichment was calculated by dividing the read fraction of each sequence in every sample by the read fraction of the corresponding sequence in the input library.

### Primary cell culture of mouse cortical neurons

A pregnant mouse was anaesthetized with CO_2_ and sacrificed by cervical dislocation. The embryos (E18) were isolated and cortices prepated in HBSS pen/strep. The tissue was treated with papain neuron isolation enzyme (Thermo Fisher Scientific, Waltham, USA) for 30 min and 37°C. The tissue was washed five times and triturated. The cells were counted and seeded on PLL-coated 6-well dishes at a density of 1 million cells per well. After 24 h of incubation at 37°C, in 5% CO_2_ and humidified air, the neuron plating medium was replaced by neuron culture medium and the neurons were cultured for 12–14 days.

### Transduction of cortical neurons with adeno-associated viruses

PAAV-hSyn1-EGFP-CW3SL, pAAV-hSyn1-EGFP-AGO2-WT-CW3SL, and pAAV-hSyn1-EGFP-AGO2-L192P-CW3SL plasmids were generated to induce expression of GFP empty vector control, GFP-tagged AGO2 wild-type (WT), and GFP-tagged AGO2-L192P. Adeno-associated viruses (AAVs) of the serotype PHP-eB were produced by the Vector Facility of the UKE Hamburg using the appropriate packaging plasmid (plasmid no. 103 005; Addgene, Watertown, USA) [16]. The AAVs were applied in of 25 000 MOI. 24 million neurons were transduced. Twenty-four hours after plating the murine cortical neurons, the neuronal plating medium was replaced with AAV-containing neuron culture medium. AAV-infected neurons were cultivated for another 11 days *in vitro* (DIV12).

### SDS page and western blot

Separation gels of 10% were poured with stacking gels of 1 cm width. 20 μl of samples were added to the wells. Around 80 V was applied for 10 min and then the voltage was increased to 160 V. Proteins were transferred to a nitrocellulose membrane using the wet blot method with 100 V applied for 2 h. For blocking, the nitrocellulose membranes were incubated in 10 ml of 5% MP in TBS-T for 30 min at RT. This was followed by incubation with the primary antibody in 5% MP in TBS-T at 4°C with rotation overnight. Membranes were washed three times with TBS-T for 10 min at RT and incubated with horseradish peroxidase coupled secondary antibody in TBS-T for 1 h at RT. Again, the membranes were washed three times with TBS-T and then incubated in chemiluminescent substrate (WesternBright from Biozym, Hamburg, Germany) before detection of the protein bands with an imaging system (BioRad, Munich, Germany).

### Immunofluorescent labelling and confocal microscopy

Neurons were transduced at 1 DIV and fixed at 12 DIV. Fixation was performed with PFA. Cells were washed three times in phosphate-buffered saline (PBS) and permeabilised with 0.1% (v/v) Triton X-100 in PBS for 3 min at RT. After washing three times with PBS, cells were incubated for 1 h with 10% HS in PBS. Primary antibodies were prepared in 2% HS in PBS. Around 100 μl drops of primary antibody solution were pipetted onto parafilm and coverslips were incubated at 4°C overnight. After washing three times with PBS for 10 min at RT, the coverslips were incubated with the secondary antibodies in PBS for 1 h at RT. Following three washes with PBS, the coverslips were washed once with ddH2O and mounted on slides using ProLong Diamond Antifade mounting medium (Thermo Fisher Scientific, Waltham, USA). Samples were stored at RT overnight to dry and analyzed using a SP8 confocal microscope with a 63x oil immersion objective (Leica, Wetzlar, Germany), provided by the UKE Microscopy Imaging Facility (UMIF, Hamburg).

### MicroRNA affinity purification

Preparation of beads: The microRNA Tagging and Affinity-purification (miRAP) was adapted from He 2012 [17]. 300 μl of Streptavidin MyOne T1 Dynabeads (Thermo Fisher Scientific, Waltham, USA) were resuspended in 900 μl of PBS. Around 120 μl of Biotinylated Pierce Recombinant Protein L (Thermo Fisher Scientific, Waltham, USA) was added, and the mixture was rotated for 35 min at RT. After coating, beads were washed five times with 3% IgG + Protease-free bovine serum albumin (BSA; Jackson ImmunoResearch, Ely, UK) in PBS. Next, beads were resuspended in 930 of μl 0.15 M KCl IP wash buffer. Monoclonal antibodies HtZ-GFP 19C8 and HtZ-GFP 19F7 (Heintz Lab, Rockefeller University, Cat# Htz-GFP-19F7, RRID:AB_2716736) were thawed on ice and centrifuged at 13 000 g and 4°C for 10 min. Around 50 μg of each anti-GFP antibody was added to the beads and rotated slowly at RT for 1 h. Beads were washed three times in 900 μl of 0.15 M KCl IP wash buffer and then resuspended in 200 μl of 0.15 M KCl IP wash buffer. Preparation of neurons: Cortical neurons from mice were infected with AAVs at 1 DIV. The neurons were washed three times in PBS and scraped from the culture dishes in 500 μl of RNase-free PBS per well. After centrifugation at 2000 g and 4°C for 5 min, the obtained cell pellet was resuspended in 1 ml of lysis buffer and incubated for 15 min on ice. Cell lysates of 22 million neurons were combined to generate one sample, divided into IC and IP. Neuron lysates were centrifuged at 2000 g and 4°C for 10 min and the supernatant transferred. 100 μl of 10% (v/v) NP-40 in ddH_2_O was added and mixed by inversion. Then, 100 μl of 300 mM 1,2-diheptanoyl-sn-glycero-3-phosphocholine (DHPC; Sigma-Aldrich, Taufkirchen, Germany) was added and again mixed by inversion. Samples were incubated on ice for 5 min and centrifuged for 10 min at 4°C and 20 000 g. The supernatant was again transferred. Around 100 μl was taken as IC. For immunoprecipitation, 200 μl of prepared beads was added to the sample and incubated overnight at 4°C with gentle rotation. The beads were washed four times with 0.35 M KCl wash buffer and resuspended in 700 μl of QIAzol (Qiagen, Hilden, Germany). Simultaneously, 700 μl of QIAzol was added to the IC samples and from then on IC and IP samples were processed in parallel. After incubation at RT for 5 min, 140 μl of chloroform was added and the samples were shaken vigorously for 15 s. An incubation at RT for 3 min as well as a centrifugation step at 12 000 g for 15 min at 4°C followed, which led to phase separation of a colorless aqueous RNA phase, a white interphase containing DNA, and an organic phase below that contained proteins and lipids. The upper phase was extracted to which 525 μl ≥ 99.8% of EtOH was added and mixed. For subsequent RNA purification, the miRNeasy Micro Kit (Qiagen, Hilden, Germany) was used according to the manufacturer’s protocol. The miRNA concentration was determined with the Qubit microRNA Assay-Kit (Thermo Fisher Scientific, Waltham, USA) and quantitative PCR (qPCR) on miRNAs was applied using the TaqMan Advanced miRNA Assay (Thermo Fisher Scientific, Waltham, USA) following manufacturer’s instructions. The relative enrichment (ΔCt) of miRNAs was calculated as Ct of the IP samples normalised to the Ct value measured in IC with ΔCt = [Ct(IP) - Ct(IN)].

### Generation and genotyping of AgoL193P and AgoG734R knock-in mice

For the generation of mice expressing *Argonaute* with the p.L193P knockin, a single-guide RNA (sgRNA) was chosen after submitting the targeting region around exon 5 to the CRISPOR design tool (http://crispor.tefor.net/) [18]. The template for transcription with the targeting sequence (TTT CCA AAG AGA AGG TCG GA) was generated by fill-in reaction with Klenow DNA Polymerase (Thermo Fisher Scientific). Transcription was performed using the HiScribe™ T7 High Yield RNA Synthesis Kit (#E2040S, New England Biolabs), with subsequent purification of the transcript with the MEGAClear™ Transcription Clean-Up Kit (#AM1908, Thermo Fisher Scientific), both according to the manufacturer’s instructions. A 120 bp Homology-Directed Repair (HDR) template (Sigma-Aldrich) designed to knock-in the p.L193P substitution and additional silent mutation of the PAM sequence to suppress Cas9 cleavage activity (Supplementary Table S1).

This donor DNA (1 μg/μL), sgRNA (600 ng/μL), and Cas9 protein (Alt-R® S.p. Cas9 Nuclease V3, #1 081 058, Integrated DNA Technologies (IDT), Leuven, Belgium) (500 ng/μL) in Gibco™ Opti-MEM™ (Thermo Fisher Scientific) were used for electroporation into one-cell-stage embryos derived from superovulated C57BL/6JUke mice using the NEPA 21 electroporator (Nepa Gene, Ichikawa-City, Japan; for settings, see [19]) and implanted into foster mice.

The *Ago^L193P^* knock-in mice were genotyped by PCR using genomic tail DNA. Primers were designed to amplify a 354-bp fragment containing the mutated sites (Supplementary Table S2). PCR products were enzymatically cleaned up using ExoSAP-IT™ (Applied Biosystems) for 15 min at 37°C, following 15 min at 85°C. Afterwards, the purified samples were analyzed by Sanger sequencing.

*Ago* ^G734R^ knock-in mice were generated in a similar manner, using the sequence AAG AGT GGG AAC ATT CCC GC for targeting. Again a 120-bp repair template was used, carrying the desired variant. For genotyping, a 550-bp segment of genomic DNA was amplified and sequenced (see Supplementary Table S2 for primer sequences).

### Small RNA and mRNA sequencing

Small RNA sequencing was performed by the NGS Integrative Genomics Core Unit (NIG) in Göttingen. Small RNA sequencing libraries were prepared using the TruSeq Small RNA Library Prep Kit (Illumina). Libraries were sequenced on an Illumina HiSeq 4000 machine generating 50 base pair single-end reads. mRNA sequencing libraries were prepared using Illumina Stranded mRNA Prep Kit (Illumina), and sequenced with a NextSeq 500/550 High Output Kit (illumina) on an Illumina NextSe550. by Eurofins Genomics, Ebersberg, Germany or at the Institute of Human Genetics, University of Regensburg, Regensburg, Germany.

*Small RNA-seq analysis*. The raw sequencing reads were adaptor-trimmed, aligned and counted with *OASIS 2.0* [20] (https://oasis.ims.bio/) using default parameters. miRNA counts were analyzed by *DESeq2* [21] (v1.36.0) calling miRNAs with an FDR-adjusted *P* < 0.05 and a log2 fold change > 1 differentially expressed. Expression heatmaps were generated from expression values after variance stabilizing transformation (*DESeq2*) using the R package *tidyheatmaps* (v0.2.1).

*mRNA-seq analysis*. The raw sequencing reads were aligned to the Ensemble mouse reference genome (GRCm39) using STAR (v2.7.9b) with default parameters and overlap with annotated gene loci were counted with *featureCounts* (v1.5.1). Samples were analyzed with *DESeq2* (v1.36.0) considering mRNAs with an FDR-adjusted *P* < 0.05 differentially expressed.

*miRNA–mRNA network analysis*. Predicted targets of the 9 up- and 14 downregulated miRNA candidates were extracted from *TargetScanMouse 8.0*. The confidence level of predictions was stratified by using the cumulative weighted context score (CWCS). Moderate (CWCS between –0.2 and –0.4) and high confidence targets (CWCS lower than –0.4) were retained and further filtered to only include mRNAs that were significantly regulated in the mRNA-seq analysis. Predicted interactions from this approach were used to construct a miRNA–mRNA network using the R packages *network* (v1.18.2) and *ggnetwork* (v0.5.13).

### Gene set enrichment analysis

To integrate Ago2 targets with mRNA expression changes in Ago2-L192P, we compiled a gene set containing 661 mRNAs derived from UTR SAP-seq peaks of P90 cortex samples (GEO: GSE289736). We generated an mRNA expression signature of Ago2-L192P versus WT controls generated by ranking all expressed genes by the DESeq2-derived *t* statistics. Then, we tested the enrichment of SAP-seq-derived Ago2 targets against the mRNA expression signature by gene set enrichment analysis (GSEA) using the R package *clusterProfiler* (v4.12.6).

### Animal experiments

Animal experiments were approved by Behörde für Justiz und Verbraucherschutz, Freie und Hansestadt Hamburg, Germany.

## Results

### The majority of LESKRES mutants are biochemically stable

Previous results suggest that LESKRES mutant proteins frequently maintain a stable fold while retaining functional properties [2, 22]. To confirm this directly, we produced recombinant samples of AGO2-miRNA complexes harboring selected LESKRES mutations. We tested five individual missense mutations that are associated, based on initial clinical findings, with either severe (p.L192P and p.A367P), moderate (p.T357M and p.F182del), or mild (p.G733R) clinical course. All constructs also carried mutations at known AGO2 phosphorylation sites [23–25] to avoid indirect effects associated with differential phosphorylation [2].

His_6_-tagged AGO2 proteins were expressed in Sf9 cells using a baculovirus system, purified by Ni-NTA chromatography, assembled with a synthetic miRNA guide (miR-122), and purified as stable AGO2–miR-122 complexes (Fig. 1A). miR-122 was chosen because this miRNA is biochemically and structurally well characterized [26–28]. The G733R mutant expressed poorly and was lost in the early steps of the preparation, indicating that it does not adopt a stable fold (Fig. 1B). This is supported by earlier data from HEK293T showing the ectopically expressed G733R mutant displays a complete loss of function, including impaired capacity to bind an endogenous miRNA [2]. In contrast, the other mutant AGO2 proteins expressed at levels comparable to the WT. After incubation with miR-122, these mutants were bound to and eluted from an immobilized miR-122 target oligonucleotide with recoveries similar to the AGO2 wild-type (AGO2-WT, Fig. 1B–D). This step requires sequence-specific basepairing between the loaded miRNA and immobilized target oligo [13]. Northern blot of the purified AGO2-miR-122 samples showed equal loading for all preparations, with an AGO2 to miR-122 molar ratio of approximately 1:1 (Supplementary Fig. S1). Thus, except for G733R, all analyzed AGO2 mutants (L192P, A367P, T357M, and F182Δ) adopt a stable and functional fold.

**Figure 1.**
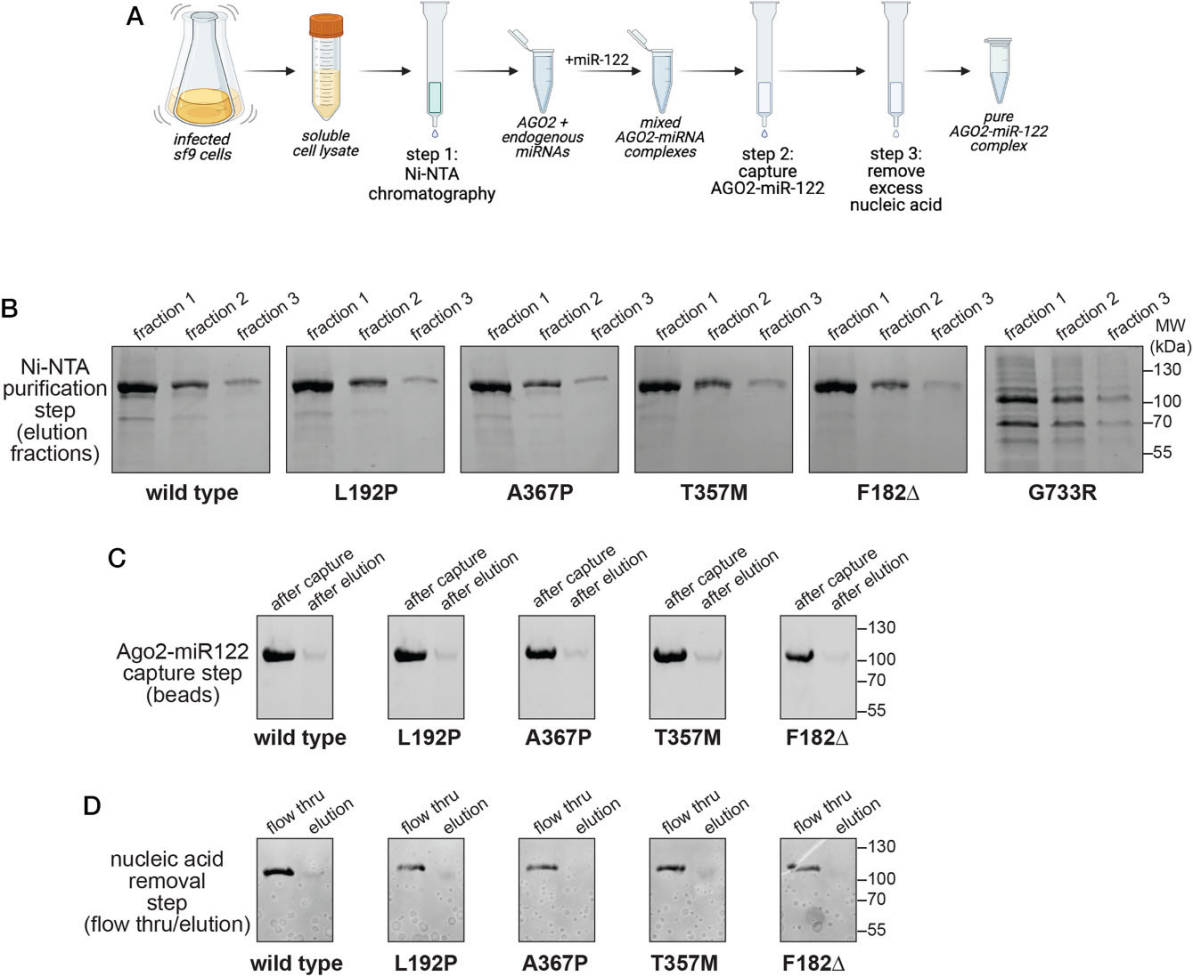
Purification and assembly of mutant AGO2–miRNA complexes. (**A**) Schematic of the purification and assembly process. (**B**) Coomassie-stained, SDS PAGE of eluted fractions collected in succession from Ni-NTA chromatography. (**C**) SDS PAGE of AGO2-miRNA bound to and eluted from an immobilized miR-122-target oligonucleotide. (**D**) SDS PAGE of the final purified samples after flowing through an ion exchange column to remove excess nucleic acids..

### LESKRES mutants moderately affect target RNA binding affinity of AGO2

We next measured the binding affinities of the purified AGO2–miR-122 complexes for a target RNA. We used a short target RNA complementary to the miR-122 extended seed region, which is composed of guide (g) nucleotides g2–g8 counting from the guide RNA 5′ end [7] (Fig. 2A). All mutants effectively bound the target RNA. Plotting the fraction of target RNA bound to AGO2 as a function of AGO2-miR-122 concentration (Fig. 2B) revealed minor differences in the dissociation constant (*K*_D_) values of the AGO2 mutants. Specifically, L192P, A367P, and F182Δ bound the target RNA with affinities 3.8–2.3 times weaker than AGO2-WT (Fig. 2C). The *K*_D_ calculated for T357M was 1.8 times lower than that of the WT, suggesting increased target affinity. However, the difference was not statistically significant (adjusted *P*-value = 0.4988, ordinary one-way ANOVA). We conclude that the selected LESKRES-associated mutations only moderately (∼2–4 fold) alter target binding affinity, but do not abrogate target RNA binding.

**Figure 2.**
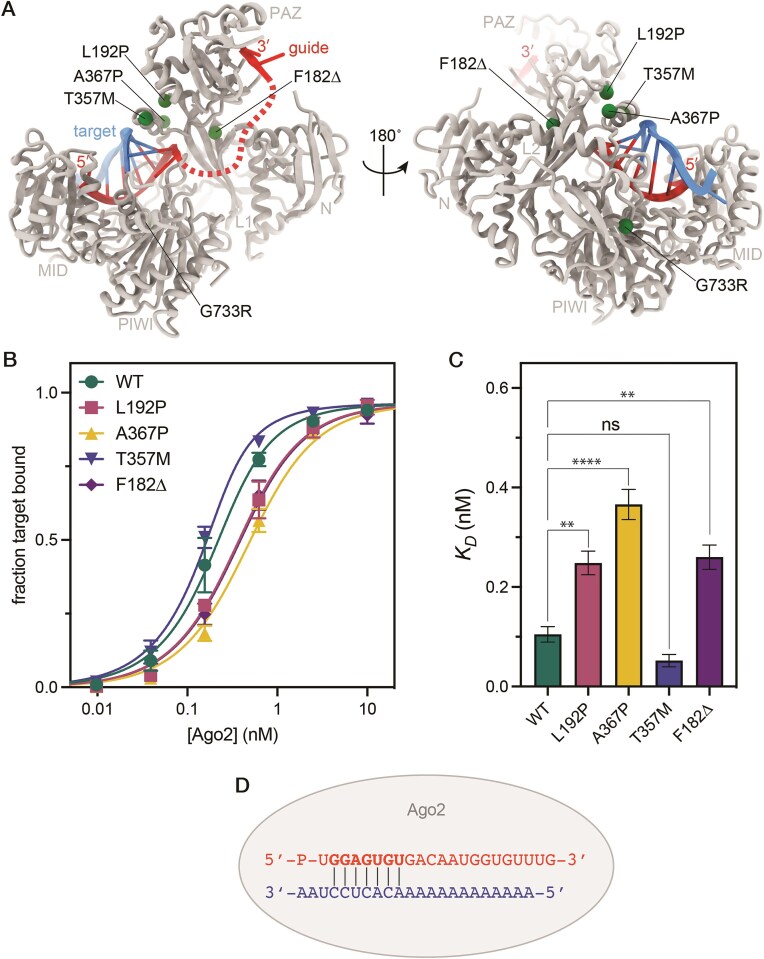
Equilibrium binding of mutant AGO2–miRNA complexes and a target RNA. (**A**) Crystal structure of AGO2 engaging a seed-matched target RNA (PDB 4W5R). Labeled spheres indicate the positions of clinical mutations. L192P, A367P, T357M, and F182Δ cluster within the major hinge involved in RNA binding. G733R is buried inside the core of the PIWI domain. (**B**) Plot of the fraction of target RNA bound as a function of [AGO2-miRNA] for AGO2-WT and the four mutants. Data were normalized to B_max_, the theoretical maximum target bound by each AGO2 sample. (**C**) Plot of the calculated dissociation constant (*K*_D_) values. (**D**) Schematic showing base pairing between the guide RNA (top) and the target RNA (bottom). One-way ANOVA: **** *P* < 0.0001, *** *P*< 0.001, ns ≥ 0.05 (not significant). Error bars indicate SEM.

### L192P, A367P, and T357M mutants prolong dwell times on target RNAs

We next examined how LESKRES-associated missense mutations influence the rates at which AGO2 binds to and dissociates from a target RNA. The first-order rate constant describing target release (*k_off_*) was measured by equilibrating AGO2–miR-122 complexes with ^32^P-labeled target RNA, treating with a vast excess of unlabeled target RNA, and monitoring release of the ^32^P-labeled target RNA from AGO2. A plot of the fraction of ^32^P-labeled target RNA bound (normalized to time zero) versus time shows that the WT AGO2-miRNA-122 complex rapidly released bound target RNAs, as observed previously [15, 28, 29] (Fig. 3A). The F182Δ mutant behaved similarly to AGO2-WT, while the L192P, A367P, and T357M mutants released the target RNA substantially slower.

**Figure 3.**
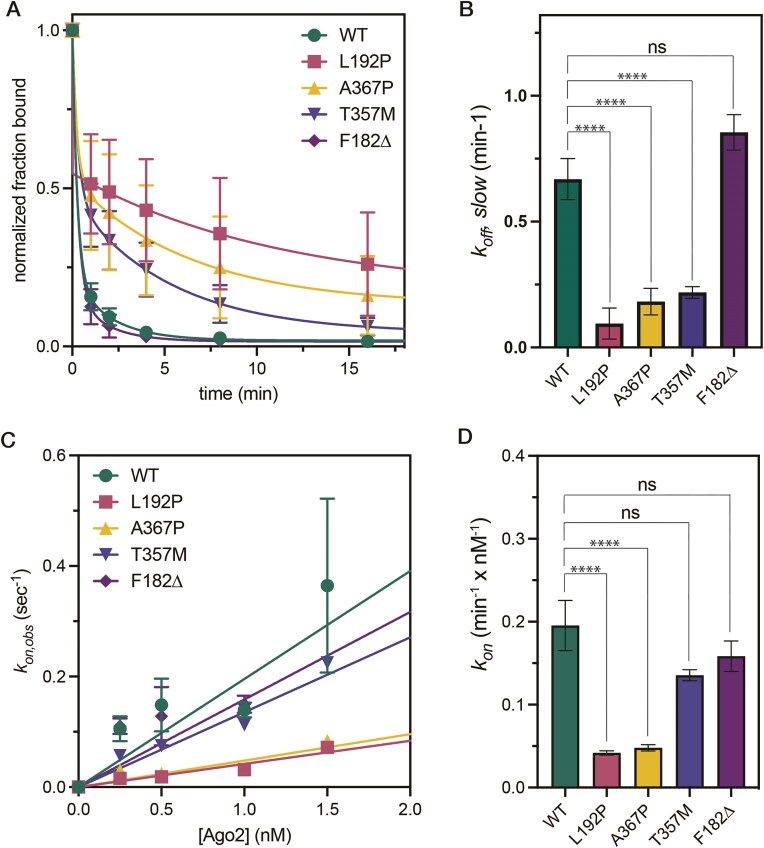
Kinetics of target binding and release by mutant AGO2–miRNA complexes. (**A**) Target release was assessed by measuring the fraction of the target RNA bound to the AGO2–miRNA complex as a function of time. Data points represent the mean of six experimental trials. (**B**) Plot of calculated release rates for the slow step of target release (*k_off, slow_*). (**C**) The observed rate of AGO2-miRNA binding to the target RNA is plotted as a function of [AGO2-miRNA]. Data points represent the average of 3–5 independent trials. (**D**) Comparison of second-order rate constants for binding of AGO2–miRNA complexes to the target RNA.One-way ANOVA: **** *P*< 0.0001, ns *P* ≥ 0.05 (not significant). Error bars indicate SEM.

The target release profiles of the L192P, A367P, and T357M mutants are complex, with a fast phase near the rate of AGO2-WT target release and a slow phase that is ∼20-fold slower (Fig. 3A and B). The amount of target released in the fast-release step varied between experiments from ∼35% to ∼65% of the total bound RNA (Supplementary Fig. S2). We were unable to identify the cause of this variation but did establish that, individually, differences between AGO2 preparations, competitor RNA preparations, buffer preparations, and moderate temperature fluctuations (±5°C) were insufficient to explain the observed variation. Despite the variation between experimental trials, L192P, A367P, and T357M mutants released the target RNA significantly slower than AGO2-WT, with L192P always displaying the slowest release, followed by A367P and T357M. Thus, the L192P, A367P, and T357M mutants display a tendency toward dwelling on bound target RNAs significantly longer than AGO2-WT.

### L192P and A367P mutants reduce target binding rates

We additionally measured the rates of target binding by wild-type and LESKRES mutant AGO2–miR-122 complexes. The ^32^P-labeled target RNA was mixed with various concentrations of each AGO2–miR-122 complex. Bound and free target RNAs were then separated on a filter dot-blot apparatus at various times. The fraction of target RNA bound versus time was plotted to determine an observed binding rate constant (*k_on,obs_*) for different AGO2 concentrations (Supplementary Fig. S2). Observed rate constants were then plotted as a function of AGO2-miR-122 concentration to determine second-order target binding constants (*k_on_*) (Fig. 3C and D).

The L192P and A367P mutants displayed significantly slower target-binding kinetics at all AGO2-miR-122 concentrations tested (Fig. 3C), binding the target RNA at least 5 times more slowly than AGO2-WT. The T357M and F182Δ mutants also appeared to bind at a somewhat slower rate compared to WT, but the measured differences did not reach statistical significance. Notably, all of the observed differences may be underestimated because AGO2-WT target-binding is too rapid to be measured precisely by our method (∼90% of binding was complete after 15 s (Supplementary Fig. S2)). Using published *k_on_* values for AGO2-WT from single-molecule experiments [29, 30], we calculate that the L192P and A367P mutations may reduce target binding rates by as much as 100-fold.

These combined biochemical results indicate that LESKRES-associated mutations affect the kinetics of target binding and release, with the L192P and A367P mutations having the clearest and strongest effects. As both on- and off-rates are strongly reduced, these data are in agreement with the rather moderate changes in target affinity (*K*_D_-values), which may be calculated as the ratio of the two rate constants.

### LESKRES mutations increase mis-targeting *in vitro*

Previous work showed that a particular alpha helix within AGO2, termed helix-7, allows AGO2 to avoid stable binding to target mRNAs with mismatches to the miRNA seed region [28]. Because many LESKRES-associated mutations are found in the vicinity of helix-7 or the hinge that enables helix-7 movements, we wondered if these mutations increase mis-targeting. We utilized AGO2 RNA Bind-n-Seq (RBNS) [31] to determine if LESKRES mutations promote mis-targeting. We first synthesized a library of 256 target RNAs, each containing a unique combination of matches or mismatches to the extended seed region of miR-122 (Fig. 4A). The constant regions flanking the variable sequence of the target RNAs were annealed to complementary DNA oligonucleotides to limit both the formation of RNA secondary structure and non-canonical binding interactions [31]. The RNA library was then mixed with WT or mutant AGO2–miR-122 complexes and bound RNAs were isolated by filter-binding after either 30 s or 1 h. AGO2-bound target RNAs were then recovered and identified by RNA-seq.

**Figure 4.**
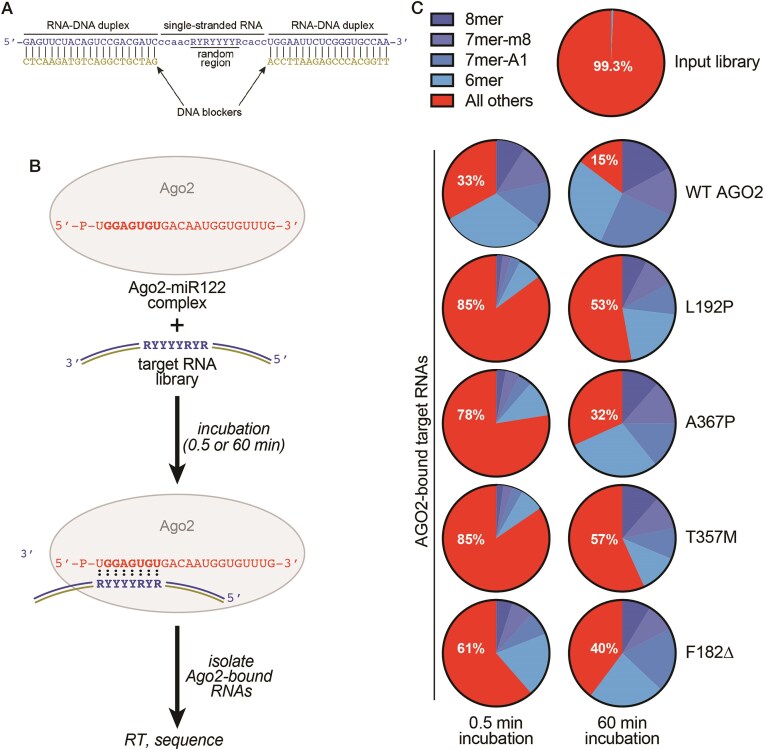
RNA Bind-n-Seq with AGO2 mutants. (**A**) Schematic of the RBNS target used. RNA on top, paired DNA on bottom. R indicates purine; Y indicates pyrimidine. (**B**) Schematic of RNBS experimental workflow. The randomized region in the target RNA library is shown, with Y indicating pyrimidine (C or U) and R indicating purine (A or G). ‘:’ indicates a potential base pair to the miRNA-122 seed region. (**C**) Pie charts showing the fraction of reads containing a seed match (8mer, 7mer-m8, 7mer-A1, or 6mer) and the sum of all reads lacking a seed match in the input library or pulled down by the AGO2-miR complexes after either 30 s or 1 h. Numbers on charts indicate the percentage of reads without a seed match.

RNA-seq results showed that the combined total number of RNAs containing one of the four types of canonical seed-matched sites (8mer, 7mer-m8, 7mer-A1, and 6mer) [32] comprised 0.7% of the input target library (Fig. 4B, Supplementary Table S4). Compared to the input library, sequences matching the miR-122 seed region were enriched 100-fold in the RNA samples bound to AGO2-WT (Supplementary Fig. S3). After the 30-s incubation, 67% of the RNA-seq reads associated with AGO2-WT contained a seed match (Fig. 4B). In the sample incubated with AGO2-WT for an hour, seed-matched targets accounted for 85% of the bound RNAs. By contrast, all LESKRES mutant AGO2–miR-122 complexes showed less enrichment of the seed-matched RNAs. For example, only 15% of the RNAs bound to the L192P AGO2–miR-122 complex after 30 s contained a seed match. Consistent with its slow targeting kinetics, the fidelity of L192P increased over time, but even after 1 h only 47% of the target RNA reads contained a seed match, with the remaining 53% representing off-target binding. The other LESKRES mutants (A367P, T357M, and F182Δ) behaved similarly to L192P. Thus, the mutant proteins failed to distinguish seed-matched from non-seed target RNAs to the level accomplished by WT AGO2. We conclude that all four analysed LESKRES-associated mutations reduce the *in vitro* targeting fidelity.

### A murine cortical neuron culture system for studying the L192P AGO2 variant

The experiments above provide insights into how LESKRES-associated mutations alter the biochemical properties of AGO2 *in vitro*. To gain further knowledge regarding their physiological consequences, we selected the L192P mutant which displayed the most severe functional effects in the analyses described above. As an *in vitro* cellular system, mouse cortical neurons were infected with AAVs to express GFP, GFP-tagged human AGO2-WT, or AGO2-L192P under the control of the neuron-specific hSyn1 promotor [33] (Fig. 5A). Transduction with AAVs induced expression of GFP-AGO2 proteins or GFP in approx. 95% of neurons. Transduced neurons appeared healthy, as judged by staining for the dendritic marker MAP2, with no gross morphological changes or changes in the number of primary dendrites per cell (Supplementary Fig. S4). Staining of transduced neurons for the P-body marker Dcp1a showed that GFP-AGO2-WT and the L192P variant were localized in Dcp1a-positive clusters throughout the soma and along the dendrites (Supplementary Fig. S4). The number of somatic clusters did not differ, whereas the abundance of dendritic clusters was increased upon expression of the L192P variant (Supplementary Fig. S4). Notably, comparable results were observed previously in a different experimental system, i.e. in transfected rat hippocampal neurons expressing L192P, F182Δ, and M364T mutants, but not the loss of function, G733R variant [2]. Thus, increased formation of dendritic P-bodies appears to be a distinctive hallmark of AGO2 mutants with substitutions in the vicinity of helix-7 or the hinge that enables helix-7 movements.

**Figure 5.**
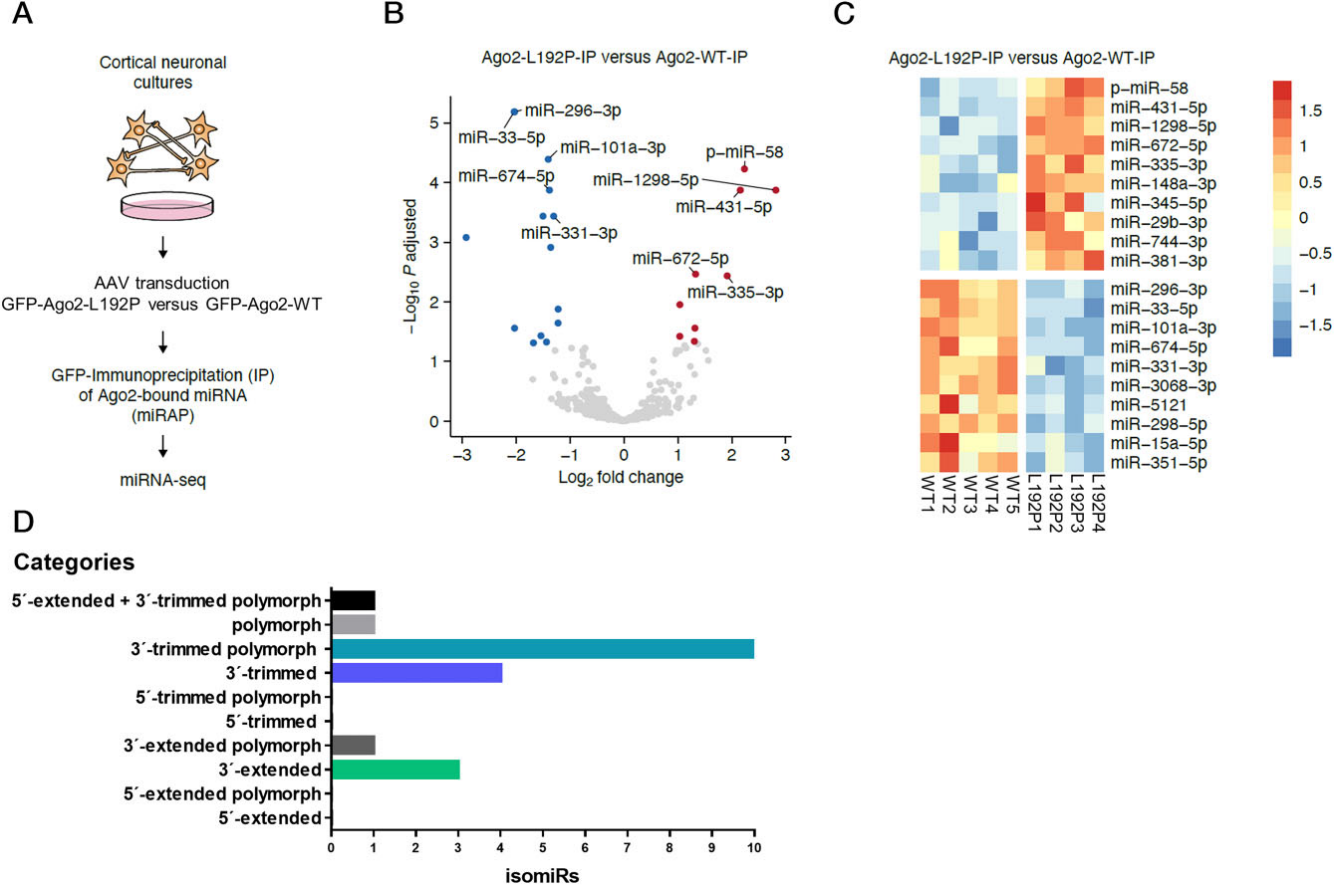
Identification of neuronal miRNAs associated with WT and L192P mutant AGO2 protein. (**A**) Scheme of the experimental approach. Primary cultured murine cortical neurons were transduced with AAVs at 1 DIV to express the GFP-tagged AGO2 variants WT and L192P, or GFP alone. At 12 DIV, GFP-tagged proteins were IP from cell lysates. miRNAs were extracted from IC and IP samples and subjected to RNA-seq analysis. (**B**) Volcano plot analysis of differentially RISC-loaded miRNAs with AGO2-L192P compared to AGO2-WT. Significance was determined by an adjusted *P*-value of *P* ≤ 0.05 and a log_2_ fold change > 1. Decreased miRNAs: blue; enriched miRNAs: red. (**C**) Heatmap of top 10 enriched and top 10 de-enriched miRNAs. (**D**) Several isomiRs were found exclusively in IP samples of the AGO2 L192P variant. Out of the 37 isomiRs that were exclusively bound to AGO2-L192P, the 20 isomiRs with highest average count values were categorized based on the sequence alterations. Around 50% of these isomiRs were 3′-trimmed with nucleotide exchange. The remaining 50% included the other five categories in varying percentages.

### The L192P mutant alters the composition of RISC-bound miRNAs

We next determined how the L192P mutant impacts the association of AGO2 with cellular miRNAs. We immunoprecipitated (IP) GFP–AGO2–miRNA complexes from AAV-transduced neurons using an anti-GFP antibody. WT and L192P GFP-tagged AGO2 accumulated to similar levels as determined by Western blot of GFP-IP material (Supplementary Fig. S5). Isolation of miRNAs from cell lysates (Input control, IC) and precipitates showed that comparable amounts were coprecipitated from AGO2-WT and L192P-expressing neurons. IP samples of the GFP control neurons showed the lowest miRNA concentration, confirming the specificity of the miRNA tagging and affinity-purification (miRAP [17]) (Supplementary Fig. S5). The specificity of the method for miRNAs derived from the neuronal cell population was further verified by qPCR. For this, the abundance of neuron-enriched miRNA-124 in IC and IP samples was compared to the glia-specific miRNA-21 [34–38]. miR124 was enriched in IP compared to IC samples when GFP-tagged AGO2 variants were expressed. The relative enrichment was determined to be the highest for AGO2-WT (Supplementary Fig. S5).

miRNAs in IC and IP samples from GFP-AGO2 expressing neurons were then identified by NGS. 

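The small RNA of 17 libraries from mouse cortical neuron cultures was sequenced. Neurons were transduced on day 1 in vitro with an adeno-associated virus that expressed GFP-tagged AGO2, either WT or L192P, from a neuronal promoter, and were harvested on day 12. Each lysate was divided into the IC, which holds the small RNA of the whole culture, and the IP, which holds the small RNA bound to the tagged protein. There were 5 WT IP, 4 L192P IP, 5 WT IC and 3 L192P IC libraries. The labels number the libraries within each group, and neither the labels nor the methods name a sequencing batch. The authors trimmed the adaptors, aligned the reads and counted them on mature miRNAs with OASIS at its default settings. Their table of counts is not normalized, and another table of theirs holds the same counts divided by 1 size factor per library. The paper's text does not name the genome build or the miRNA annotation behind these counts. Of the 1970 known and predicted miRNAs and merged miRNA names in the table, 448 had 0 counts in every library. The 70 predicted miRNAs, written with the prefix p, took 0.647% of all counts.
Between 63411 and 215527 reads per library were counted on miRNAs in WT IP (median 117349), and between 146321 and 671487 in L192P IP (median 311141). In IC, the totals ran from 762 to 299081 for WT (median 63317) and from 181218 to 375291 for L192P (median 240387). The mean log2 total was 1.31 higher in L192P IP than in WT IP (exact permutation test, two-sided, p = 0.0556). WT-IC2 held the 762 counts, so that 1 count in it stands for a CPM, a count scaled to a common library size, of 1312, against 1.49 in L192P-IP4. At least 1 count was found for 541 to 675 miRNAs in WT IP, 653 to 822 in L192P IP, 120 to 797 in WT IC and 800 to 988 in L192P IC. Every pair of replicate libraries differed by more than the sampling noise, with a smallest chi-square of 2.18 per degree of freedom over 29 pairs. Reads of PCR products are not independent molecules, so all intervals and floors given here cover counting error only.
The raw counts were analysed with edgeR's quasi-likelihood F-test and TMM normalization, on the miRNAs kept by its filterByExpr function and only with the libraries of the groups compared. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods. Levels are given as CPM after TMM normalization, as mean and SD over libraries, unless stated otherwise.

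**Figure D1:**
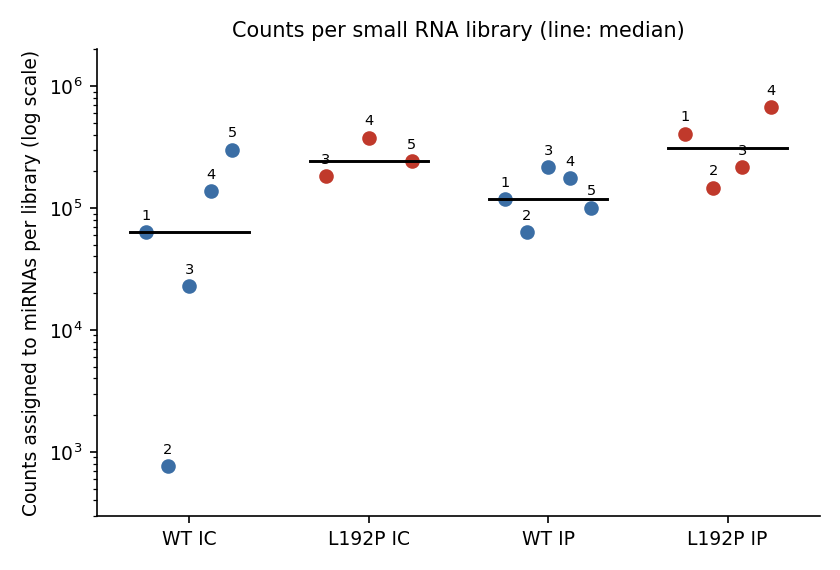
Counts assigned to miRNAs in each of the 17 libraries, on a log scale, by group. Each point is a library and each line the median of its group. WT-IC2 lies at 762 counts, and the other libraries lie between 22767 and 671487.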

A clustering dendrogram was created to assess the similarity between data from IC and IP samples (Supplementary Fig. S6). 

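Profiles were compared as log2 CPM with a prior count of 2, by Pearson's r across miRNAs, which are not independent replicates. Between pairs of WT IP libraries the median r was 0.965 (range 0.941 to 0.981), and between pairs of L192P IP libraries it was 0.971 (range 0.966 to 0.983). Between a WT IP and an L192P IP library the median was 0.949 (range 0.915 to 0.964), so the highest values between the variants overlapped the lowest within WT IP. The median r of WT-IC2 with the other WT IC libraries was 0.682. Without WT-IC2, the median was 0.881 within WT IC, 0.941 within L192P IC and 0.888 between these groups. Between IC and IP it was 0.789 for WT without WT-IC2, and 0.877 for L192P.
Average linkage on 1 minus r first separated WT-IC2 from all other libraries. When the 9 IP libraries were divided into 2 branches, WT-IP2 formed a branch of its own, and 5 of the 9 lay in the branch of their variant. For the 7 IC libraries without WT-IC2, WT-IC3 stood alone and 4 lay in the branch of their variant. Those counted as misplaced were the remaining WT libraries, which shared the other branch with L192P. They were WT-IP1, WT-IP3, WT-IP4 and WT-IP5 in IP, and WT-IC1, WT-IC4 and WT-IC5 in IC. A cut into 2 branches with 1 library alone cannot show whether they lay apart from L192P within that branch. The choice that moved these numbers most was Spearman's rho in place of r, under which all 9 IP libraries lay with their variant.

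**Figure D2:**
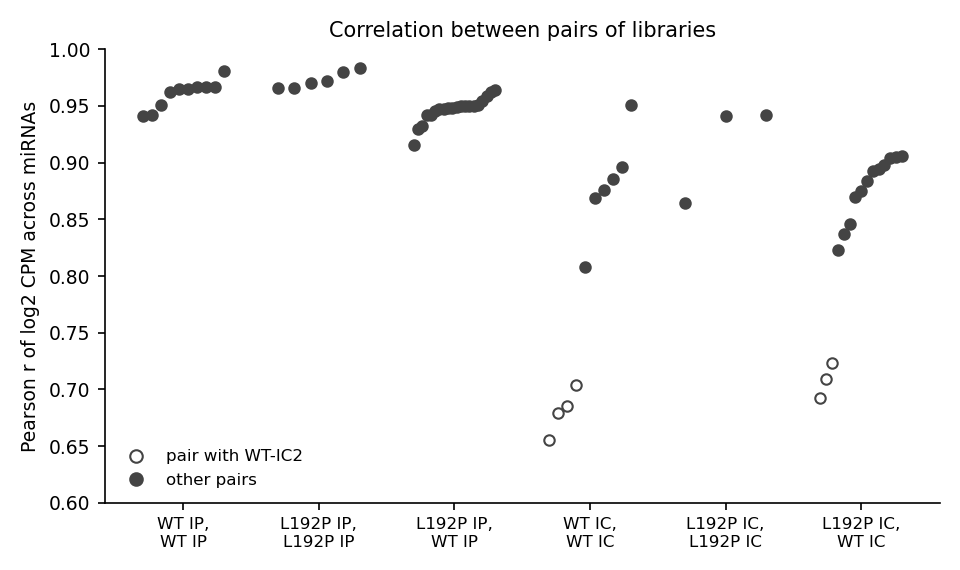
Pearson's r of log2 CPM across miRNAs for pairs of libraries, by kind of pair. Each point is a pair, and pairs with WT-IC2 are marked. Pairs of WT IP and L192P IP libraries lie between 0.915 and 0.964.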

Except for WT-IC2, the miRNA datasets hierarchically clustered together depending on sample type (IC versus IP) and AGO2 variant (WT versus L192P), suggesting that miRNAs associated with the L192P-RISC differed compared to the miRNAs present in the canonical WT-RISC.

Differential expression analysis identified alterations in RISC-associated miRNAs associated with the AGO2 variant L192P (Fig. 5A and B). 23 miRNAs were detected to be significantly differentially associated with AGO2-L192P, of which 14 miRNAs were depleted and nine miRNAs were enriched in the mutant AGO2 sample compared to the WT.

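Of 319 miRNAs tested between the L192P IP and WT IP libraries, 42 passed both thresholds, of which 24 were higher and 18 lower in L192P IP. Without the fold change threshold 70 passed, and 108 had an unadjusted p under 0.05, where 15.95 would be expected by chance. A stricter filter, a mean of at least 100 counts, gave 19 calls among 162 miRNAs, all within the 42. For 64 of the 319 tested, all libraries of a variant lay on one side of all libraries of the other, which chance gives for 1.59% of miRNAs. With each library left out in turn, between 32 and 40 miRNAs were called.
Of the calls without overlap between the variants, the 5 with the largest rise and the 5 with the largest fall were as follows, with adjusted p from edgeR. The hairpin of miR-1298-5p lies in an intron of Htr2c on chromosome X of GRCm39, from 145847901 to 145847998. Its level was 40.2 ± 25.2 CPM in WT IP (SD, n = 5) and 385 ± 90.5 in L192P IP (SD, n = 4), a log2 fold change of 3.06 (SE 0.37, adjusted p = 5.4e-05). It had 0 counts in WT-IP2, and without this library the log2 fold change was 2.87. The predicted p-miR-58 had 1348 ± 300.2 CPM in WT IP and 7312 ± 3299 in L192P IP, a log2 fold change of 2.44 (SE 0.30, adjusted p = 5.6e-05). miR-431-5p, from the strand opposite the coding sequence of Rtl1 on chromosome 12 (109556881 to 109556971), rose from 291 ± 67.0 to 1485 ± 260.4 CPM, a log2 fold change of 2.36 (SE 0.21, adjusted p = 3.1e-06). miR-335-3p, from an intron of Mest on chromosome 6 (30741298 to 30741395), rose by 2.11 on the log2 scale (adjusted p = 3.1e-04). miR-148b-5p, from an intron of Copz1 on chromosome 15 (103193552 to 103193648), rose by 1.80 from 27.1 ± 18.7 CPM in WT IP.
The largest falls were those of miR-344g-3p and miR-33-5p. miR-344g-3p, from an exon of A330076H08Rik on chromosome 7 (61632037 to 61632107), went from 139.6 ± 55.9 CPM in WT IP to 31.3 ± 4.78 in L192P IP, a log2 fold change of -2.12 (adjusted p = 6.8e-04). miR-33-5p, from an intron of Srebf2 on chromosome 15 (82082323 to 82082391), had 26140 ± 4414 CPM in WT IP and 6397 ± 1577 in L192P IP, a log2 fold change of -2.03 (SE 0.23, adjusted p = 3.9e-05). For miR-296-3p, from an exon of Gnasas1 on chromosome 2 (174108840 to 174108918), the log2 fold change was -2.02 (adjusted p = 7.2e-05). let-7g-3p fell by 1.71 on the log2 scale, from 88.2 ± 32.7 to 24.5 ± 16.4 CPM, and passed the low-count filter in only 5 of the 9 fits that left out a library. miR-3068-3p fell by 1.47, with a hairpin that overlaps the snoRNA gene Gm54509 in an intron of Alkbh1. In an exact permutation test, two-sided, each of these miRNAs had p = 0.00794, the smallest that 5 libraries against 4 allow, except miR-148b-5p with p = 0.0159. They were chosen for having no overlap, which by itself puts this p at or near its smallest value, so the test adds no further support.

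**Figure D3:**
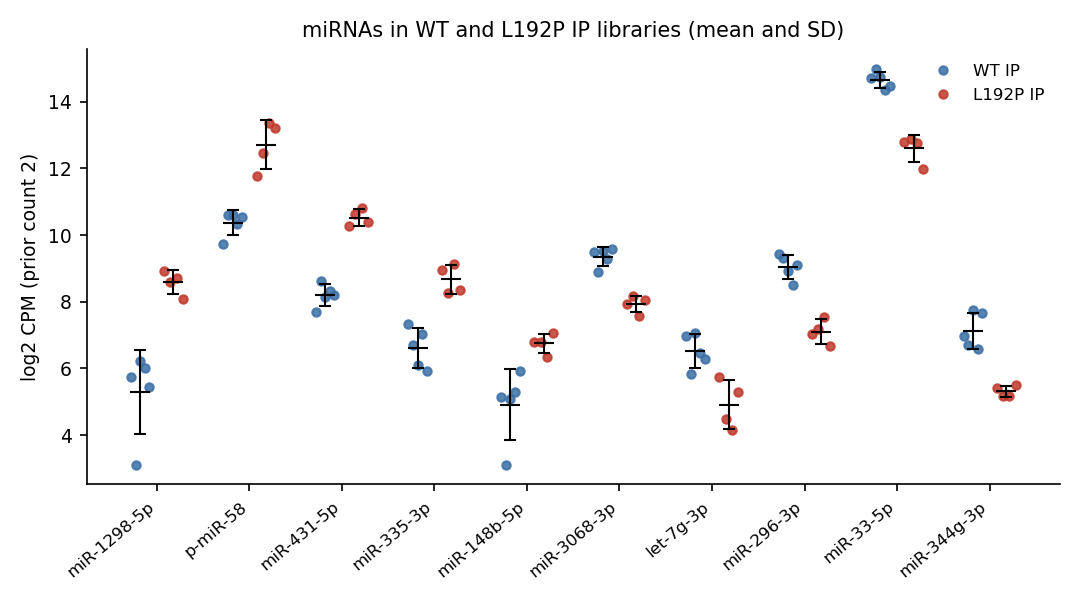
log2 CPM (prior count 2) in each WT IP and L192P IP library for the 5 miRNAs with the largest rise and the 5 with the largest fall among calls without overlap. Each point is a library and each line the mean of its group. The groups do not overlap for any of these 10 miRNAs, and miR-1298-5p has 0 counts in WT-IP2.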

### The L192P mutant alters the 3p/5p ratio for some miRNAs

Upon RISC formation, AGO2 receives a miRNA duplex consisting of a 3p and 5p strand, one of which (the “guide” or miR strand) remains anchored at the AGO2 protein, whereas the other (termed passenger or miR*) strand is released and degraded [39–43]. Either the 3p or the 5p strand may be preferentially incorporated [44, 45]. Calculation of 3p/5p strand ratios identified 33 miRNAs with a significant difference (*P* ≤ 0.05) between AGO2-WT-IP and AGO2-L192P-IP. 11 of these miRNAs displayed alterations in 3p/5p ratios specifically in the IP conditions, without displaying altered overall miRNA levels in the input controls (Fig 5). Thus, AGO2-L192P exhibited altered strand selectivity in comparison to Ago2-WT.

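The table holds both arms of 726 hairpins. The ratio was tested for the 167 with at least 10 counts in each arm, summed over the IP libraries. edgeR's quasi-likelihood test was applied to the counts of both arms with a coefficient per library, for the effect of the variant on the arm, so that library size cancels. At an unadjusted p of 0.05 or less, 56 pairs differed between L192P IP and WT IP, where 8.35 would be expected by chance. The ratio moved toward 3p in 28 of them and toward 5p in 28. The expectation takes the pairs as independent. Among 100 regroupings of the IP libraries only the real one reached 56, but the largest of the others reached 52. After Benjamini-Hochberg adjustment 38 pairs had an adjusted p of 0.05 or less. The largest of the other counts, 71, came from limma on log2 ratios with a pseudocount of 5, and 45 pairs differed by an exact permutation test.
The 5 pairs with the smallest p in edgeR follow, with means of log2 3p over 5p (pseudocount 0.5) over 5 WT IP and 4 L192P IP libraries. For miR-431 the mean was 2.04 ± 0.44 (SD) in WT IP and -0.79 ± 0.16 in L192P IP, a fitted change of -2.86 (SE 0.26). It rests on 791 3p and 184 5p counts in WT IP, and on 1156 and 2006 in L192P IP. For miR-296 it was 2.21 ± 0.39 in WT IP and -0.78 ± 0.24 in L192P IP, a change of -3.02 (SE 0.37), with 69 counts of the rarer arm in WT IP. miR-124, made from hairpins on chromosomes 14, 3 and 2, moved toward 3p, from 2.83 ± 0.55 to 4.65 ± 0.41 (change 1.83, SE 0.27). For miR-33 the means were -6.23 ± 0.41 and -4.17 ± 0.61 (change 2.07, SE 0.32). miR-381, from chromosome 12 (109693256 to 109693330), went from 0.82 ± 0.56 to 2.88 ± 0.27 (change 2.16, SE 0.38). For each of these pairs the libraries of the variants did not overlap (exact permutation test, two-sided, p = 0.00794, the smallest possible), and the change kept its sign with any 1 library left out.

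**Figure D4:**
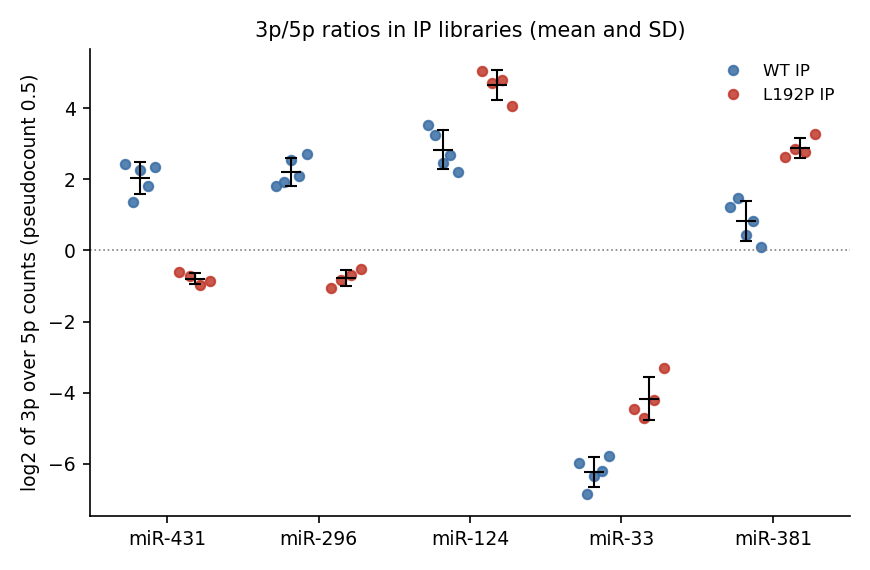
log2 of 3p over 5p counts (pseudocount 0.5) in each WT IP and L192P IP library for the 5 pairs with the smallest p. Each point is a library and each line the mean of its group. The ratios of miR-431 and miR-296 change sign between the variants, and those of miR-124, miR-33 and miR-381 are higher in L192P IP.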

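In IC, 18 of 166 pairs had an unadjusted p of 0.05 or less for the ratio and 0 an adjusted one. Of the pairs that differed in IP, 34 had an unadjusted p above 0.05 in IC both for the ratio and for the level of each arm (16 toward 3p and 18 toward 5p). Without WT-IC2 the number was 32. Of the 5 pairs with the smallest p in IP, miR-296 was among the 34, with a change of -1.19 in IC. The ratio changes in IC were -1.37 for miR-431, 1.61 for miR-124, 1.72 for miR-33 and 1.87 for miR-381. All 56 pairs that differed in IP had a value in IC, and 45 of them moved in the same direction there. The difference between the IP and the IC change was itself tested in edgeR over 166 pairs. It had an unadjusted p of 0.05 or less for 18 pairs, 7 of them among the 56, and an adjusted p of 0.05 or less for 0.

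**Figure D5:**
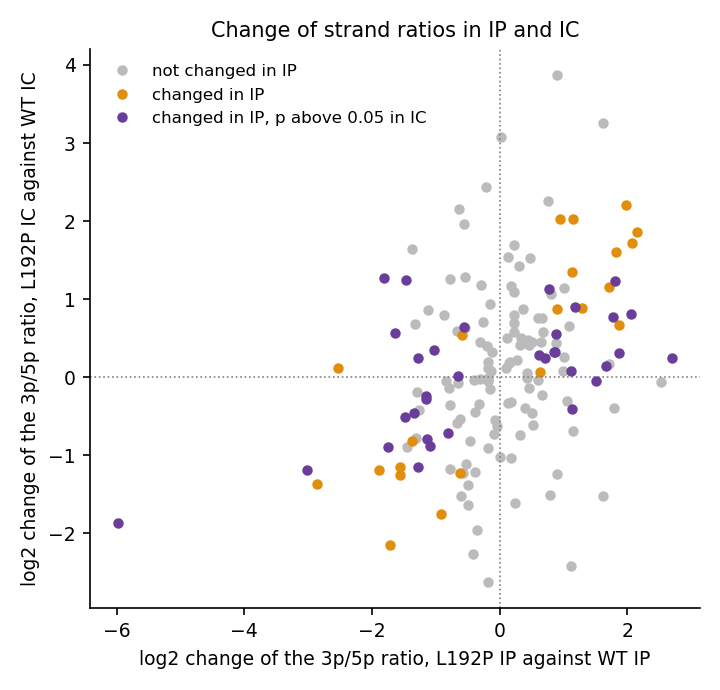
Change of the log2 3p/5p ratio in L192P against WT, in IP (horizontal axis) and in IC (vertical axis). Each point is a pair, and the 56 pairs that differed in IP are marked, as are the 34 of them with an unadjusted p above 0.05 in IC for the ratio and for both arms. Of the 56, 45 have the same sign on both axes.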

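For 25 of the pairs with a changed ratio, at least 1 arm was itself called in the comparison of L192P IP with WT IP. In miR-431 the 3p arm changed by -0.50 on the log2 scale while the 5p arm rose past the threshold. In miR-296 the 5p arm rose by 1.02 while the 3p arm fell. miR-33-3p changed by 0.01, miR-124-5p by -0.70 and miR-381-5p by -0.57, and in these 3 pairs the other arm was called. From the pairs whose 3p/5p ratio differed between the WT and L192P precipitates, and from the part of them without altered levels in the input controls, the paper concludes that AGO2-L192P selects strands differently from AGO2-WT.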

### The L192P variant promotes remodeling of the 3′ end of some miRNAs

Further variability in the miRNA complement of cells is achieved by the generation of isomiRs; these are miRNAs that differ from the reference sequence of the corresponding canonical miRNA [46–48]. IsomiRs are miRNAs that have been trimmed or extended at the 5′ or 3′ end, display variations in sequence (polymorph), or a combination of varying length and sequence (mixed isomiRs) [49, 50]. Notably, isomiRs can bind to Argonautes and change the identity of AGO-regulated target mRNAs, making them relevant for the specificity of RISC-mediated gene silencing [51–53]. We analyzed the RNA-seq data regarding the abundance of isomiRs using the miRMaster tool [54]. We identified 37 isomiRs that were bound exclusively to the L192P variant. In contrast, we did not detect isomiRs that were bound exclusively to AGO2-WT. Different modifications were identified, with the majority affecting the 3′ end of canonical miRNAs. Notably, none of the isomiRs analyzed were 5′-edited isomiRs without additional variations at the 3′-end (Fig. 5D and Supplementary Table S3). While we do not know the mechanism(s) leading to the production of these isomiRs, the exclusive presence of 3′ isomiRs indicates that some miRNAs associated with the L192P variant are subject to increased levels of 3′ trimming and tailing, which occurs when the miRNA 3′ end is exposed to cellular exonuclease and polymerase activities [55]. We speculate that the L192P mutant-bound 3′ isomiRs originate from compromised binding at the miRNA 3′ end, making the 3′ end available for tailing and trimming [56]. In summary, the L192P mutant influenced overall miRNA binding, altered strand selectivity, and increased the association of AGO2 with isomiRs in cortical neurons.

### Generation of mice carrying the L192P and G733R variants

As the next step, we decided to further analyze two AGO2 variants *in vivo*, which exhibit opposite extremes in disease severity: L192P and G733R. Both mice were generated using CRISPR/Cas methodology. Founder mice were crossed to C57/Bl6 wild-type mice. Heterozygous mice were generated by breeding heterozygous animals with WT animals, to match LESKRES patients, who also harbor heterozygous *AGO2* variants [2]. The expected Mendelian ratio of 50% of heterozygous offspring was, however, only observed for the Ago2-G733R mice (∼40%). On the contrary, heterozygous Ago2-L192P mice accounted for only about 5–10% of the live births. This observation suggests a possible defect in early embryogenesis; however, surviving animals appeared healthy and showed no obvious signs of disease. Notably, the different numbers of heterozygous offspring further suggest that the L192P variant affects Ago2 function more severely than the G733R variant.

We collected brains from Ago2-L192P, Ago2-G733R, and Ago2-WT mice, isolated total RNA from the cortex of the animals, and subjected this to RNA-seq (Fig. 6). In differential expression analysis of L192P versus WT, we found 247 mRNAs to be significantly regulated with an adjusted *P* value < 0.05. In this analysis, we included all significant candidates regardless of their fold change. Our findings were comparable to previous global transcriptomic alterations observed in primary fibroblasts of patients harboring the p.L192P mutation. While up- and downregulated candidates were detectable in comparable quantities (136 up and 111 down), upregulated mRNAs tended to have higher fold changes (Fig. 6B), potentially indicating a de-inhibition of these transcripts in Ago2-L192P mutant cortices.

**Figure 6.**
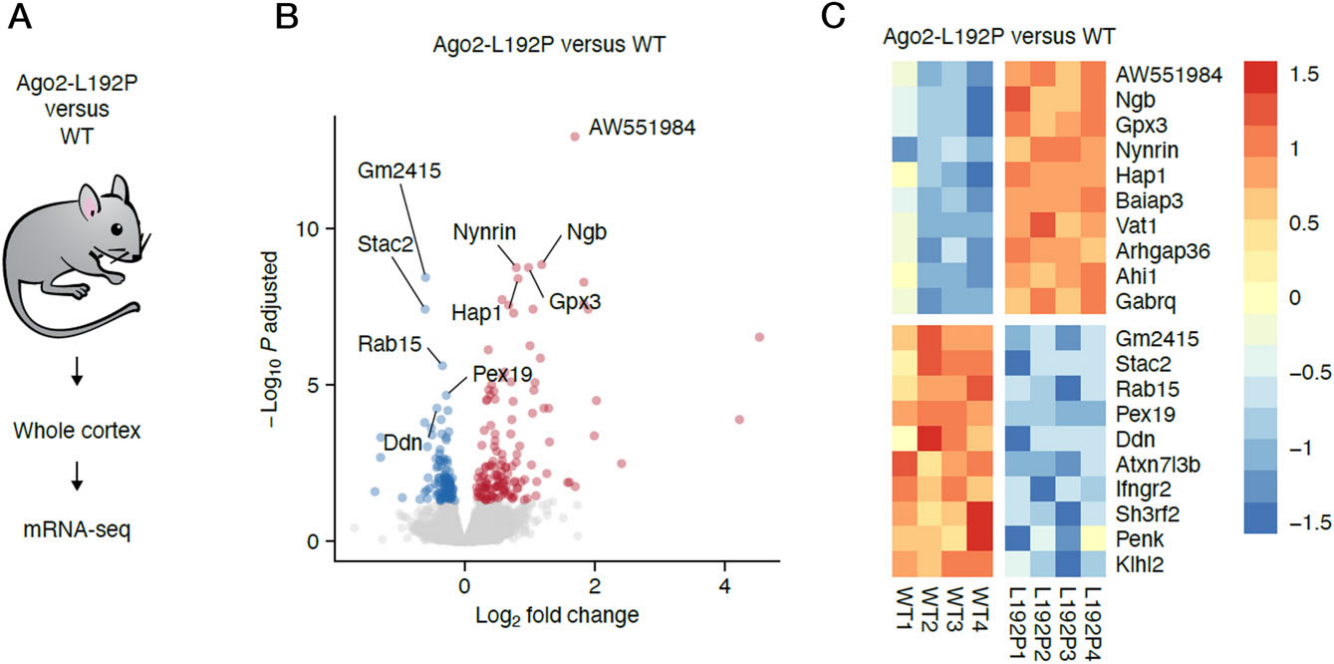
The L192P variant alters the transcriptome of mouse cortex. (**A**) Mice carrying the L192P variant were generated, cortex tissue was analyzed from WT and mutant mice, and subjected to RNA-seq analysis. (**B**) Volcano plot, showing differentially expressed genes. Significance was determined by an adjusted *P*-value of *P* ≤ 0.05, no fold change cut-off was applied. (**C**) Heatmap of the top 10 upregulated and top 10 downregulated mRNAs.

In contrast to the L192P data, very few genes were differentially expressed in the Ago2-G733R cortex, leading to a flat volcano plot (Supplementary Fig. S7). This suggests that heterozygous loss-of-function variants have a limited impact on the regulation of gene expression. The few exceptions were several hemoglobin transcripts (*Hba-a1*, *Hba-a2*, *Hbb-bs*), which were significantly decreased in G733R samples. These differences might reflect different amounts of residual blood in the samples. Consistent with this thinking, *Alas2*, an erythroid-lineage cell marker [57], was also reduced in the G733R sample, and loss of Ago2 function was previously shown to be associated with defects in erythroid maturation and hematopoiesis [58, 59]. Alternatively, the observed differences may have arisen from gene expression changes within the cortex as dopaminergic neurons and glial cells can express hemoglobin, which is thought to play a role in protection against oxidative stress and neurodegeneration [60–62].

We attempted to integrate changes in AGO2-associated miRNAs upon neuronal transduction with the changes in cortical mRNAs found in the *Ago2* knock-in mice. For miRNAs enriched on AGO2-L192P, we extracted predicted mRNA targets and overlapped these with mRNAs we found downregulated in Ago2-L192P cortices. 

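The mRNA data of the cortices were not used here. Of the miRNAs that Fig. 7A draws from the IP data, miR-672-5p had 3538 ± 712 CPM in WT IP (SD, n = 5) and 9687 ± 1469 in L192P IP (SD, n = 4), a log2 fold change of 1.45 (adjusted p = 1.4e-04 from edgeR). The log2 fold change was 1.14 for miR-148a-3p (adjusted p = 8.0e-04), 1.43 for miR-345-5p (adjusted p = 0.00297) and 1.44 for miR-744-3p (adjusted p = 0.00433). In all 4 the libraries of the variants did not overlap. In IC, the same miRNAs changed by 1.12, 1.33, 0.21 and 0.53 on the log2 scale, each with an adjusted p above 0.05.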

The resulting network (Fig. 7A) shows target mRNAs that are potentially more strongly inhibited due to increased binding of their regulating miRNAs to AGO2-L192P. 

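Among the miR-29 family, miR-29b-3p is made from hairpins on chromosome 6 (31039958 to 31040028) and chromosome 1 (194719348 to 194719428) of GRCm39. It rose from 4543 ± 762 CPM in WT IP (SD, n = 5) to 10088 ± 2796 in L192P IP (SD, n = 4), a log2 fold change of 1.15 (SE 0.22, adjusted p = 0.00196 from edgeR). Its relatives rose by less, miR-29a-3p by 0.62 (adjusted p = 0.0498 from edgeR) and miR-29c-3p by 0.25 (adjusted p = 0.466 from edgeR), and neither was called. The count table lists miR-92a-3p and miR-92b-3p and no plain miR-92-3p. miR-92a-3p had 155 ± 62.8 CPM in WT IP and 282 ± 82.1 in L192P IP, a log2 fold change of 0.90 (adjusted p = 0.0533 from edgeR). It was called without the low-count filter (1.08) and without WT-IP1 (1.07). miR-92b-3p had a log2 fold change of 0.54 (adjusted p = 0.320 from edgeR). All 5 miRNAs kept a positive log2 fold change under DESeq2's size factors, under library size alone and with any 1 library left out.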

Ranking mRNAs by their target prediction strength (Fig 7B), we identified miR-92–3p as a potential regulator of genes, including *Tdg*, *Nrep*, and *Mllt1* (Fig. 7C). 

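Among the miRNAs that Fig. 7D draws and that were called as lower in L192P IP, miR-101a-3p went from 2324 ± 311 CPM in WT IP (SD, n = 5) to 912 ± 91.7 in L192P IP (SD, n = 4), a log2 fold change of -1.35 (adjusted p = 8.8e-05 from edgeR). The log2 fold change was between -1.33 and -1.18 for miR-674-5p, miR-298-5p, miR-331-3p, miR-351-5p and miR-15a-5p, with adjusted p between 8.7e-04 and 0.0106 from edgeR. miR-15a-5p was not called without WT-IP2, where its log2 fold change was -0.98. miR-497a-5p was not called, at -1.55 (SE 0.56, adjusted p = 0.0679 from edgeR), and passed the threshold without L192P-IP2 (-1.97) or without WT-IP4 (-1.83). In IC, miR-497a-5p changed by -1.56, miR-15a-5p by -1.47, miR-101a-3p by -1.33 and miR-674-5p by -1.25 on the log2 scale. There miR-351-5p changed by -0.40, miR-298-5p by -0.35 and miR-331-3p by 0.32. All these IC changes had an adjusted p above 0.05.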

Vice versa, for miRNAs de-enriched on AGO2-L192P, we extracted predicted mRNA targets and overlapped these with mRNAs we found upregulated in Ago2-L192P cortices. The resulting network (Fig. 7D) shows target mRNAs that are potentially less strongly inhibited due to decreased binding of their regulating miRNAs to AGO2-L192P. Ranking mRNAs by their target prediction strength (Fig. 7E), we identified miR-5121 as a potential regulator of genes including *Spp1*, *Mrap2*, and *Cdh4* (Fig. 7F). 

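The hairpin of miR-5121 lies on the minus strand of chromosome 7 of GRCm39, from 44776342 to 44776415. It overlaps the snoRNA gene Snord33 (44776288 to 44776371) on the same strand. Both lie within Rpl13a, a ribosomal protein gene, where the canonical transcript has an intron between exons at 44776133 to 44776218 and 44776415 to 44776516. The hairpin shares the base at 44776415 with the latter exon. The count table does not say which of these genes a read came from.
In the IP libraries miR-5121 was counted 25 times in all in WT (4, 7, 2, 8 and 4 counts in WT-IP1 to WT-IP5) and 5 times in L192P (2, 1, 0 and 2 counts in L192P-IP1 to L192P-IP4). The low-count filter removed it from the comparison. Its CPM by library size was 47.9 ± 37.6 in WT IP (SD, n = 5). All 4 L192P IP libraries were at or under the floor of 3 counts, which on average is 11.6 CPM in these libraries, so miR-5121 was at least 4.14-fold lower in L192P IP. WT-IP3, with 9.28 CPM, was under this floor too, and without WT-IP2 (110.4 CPM) the difference was at least 2.79-fold. The levels of the variants in IP differed in an exact permutation test, two-sided, at p = 0.0159.
In IC it reached 488 ± 287 CPM by library size in WT (SD, n = 5) and 164 ± 68.3 in L192P (SD, n = 3), a log2 fold change of -1.99 (adjusted p = 0.121 from edgeR). The WT value includes a 0 from WT-IC2, where 1 count would be 1312 CPM, and without this library it was 610 ± 103 CPM (SD, n = 4). Its level in L192P IC was at least 14.2-fold above that in L192P IP. Of 255 miRNAs compared between WT IP and WT IC, only 1 fell further than miR-5121, whose log2 fold change was -4.12. The difference between the effects of L192P in IP and in IC was -1.37 on the log2 scale and was not past the threshold (edgeR, unadjusted p = 0.0776).

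**Figure D6:**
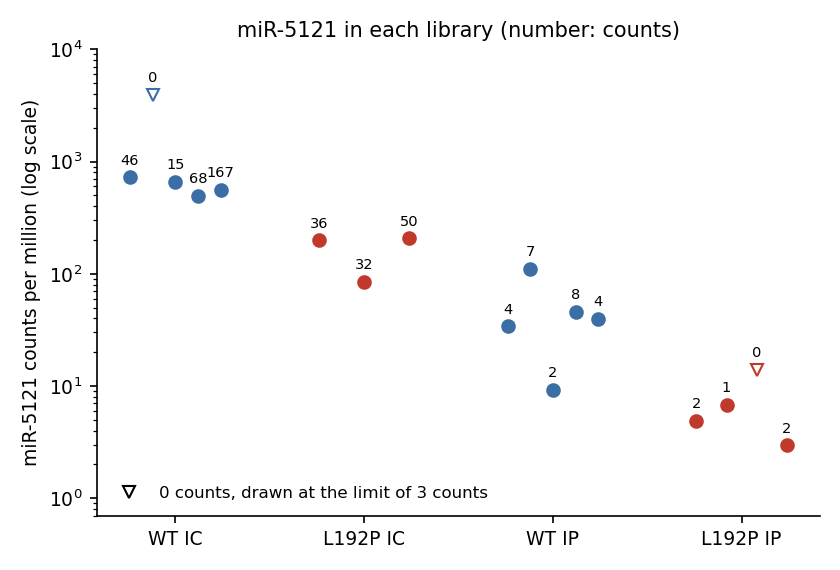
CPM of miR-5121 in each library, on a log scale, by group, with the count of each library written beside its point. The 4 L192P IP libraries hold 0 to 2 counts, and the 5 WT IP libraries 2 to 8.

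**Figure D7:**
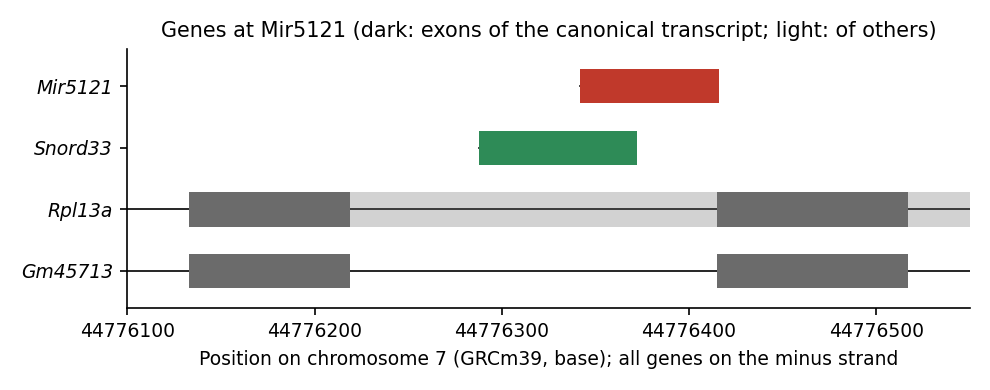
Genes on the minus strand around Mir5121 on chromosome 7 of GRCm39, drawn to scale. Dark boxes are exons of the canonical transcripts and light boxes those of other transcripts. Mir5121 (44776342 to 44776415) overlaps Snord33 and lies within Rpl13a.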

Although being biased by the expected direction of regulation, these analyses provide a framework for explaining cellular and behavioral changes in individuals with AGO2-L192P.

**Figure 7.**
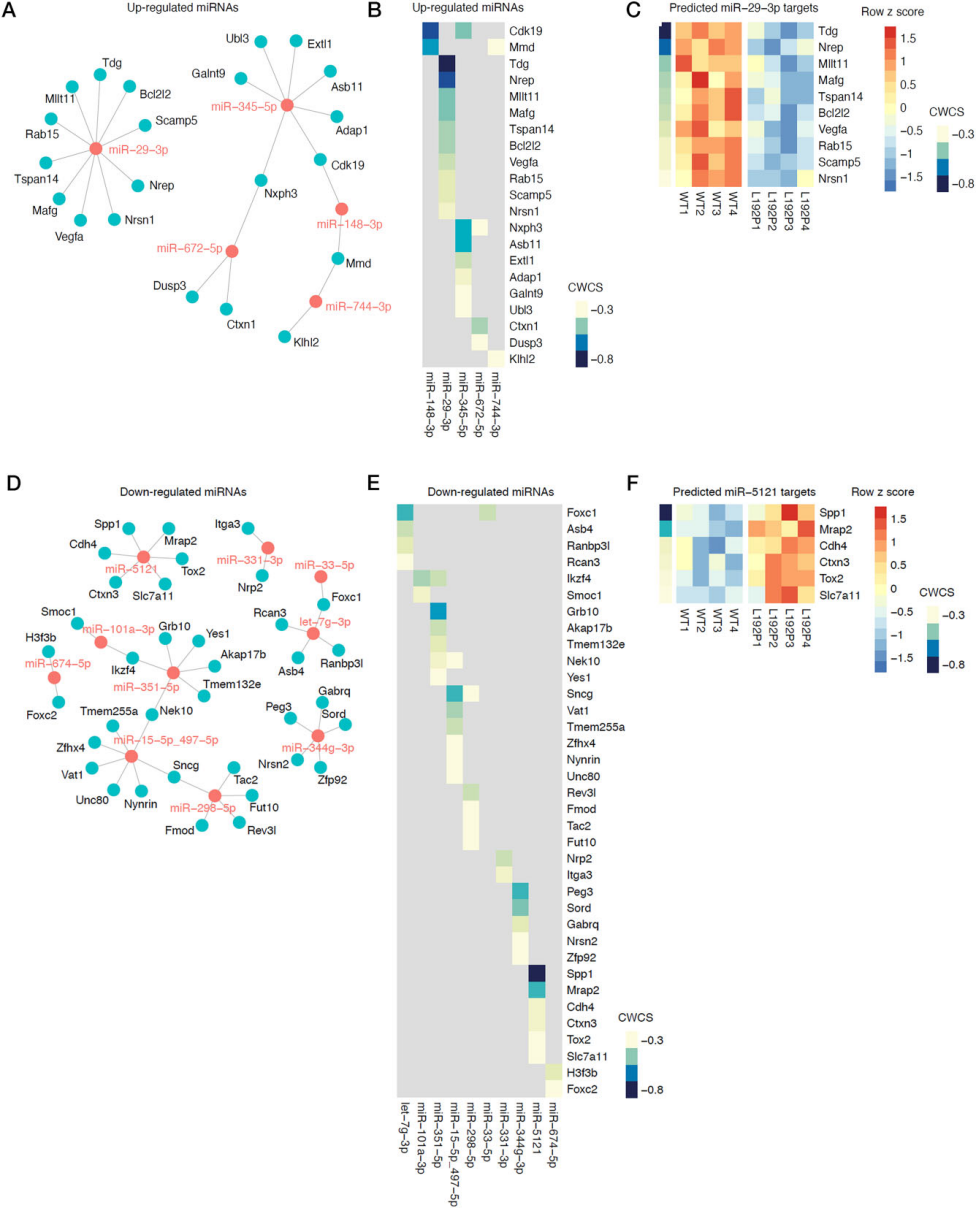
Correlation of altered miRNAs in cortical neurons with altered mRNAs in mouse brain. (**A**) miRNA–mRNA network with miRNAs upregulated in RISC of cortical neurons (red nodes) and their predicted mRNA targets (blue nodes). (**B**) Expression heatmap of the predicted targets of upregulated miRNAs with significant downregulation on mRNA level in the cortex of L192P mutant mice. (**C**) Expression heatmap of predicted targets of miR29-3p. (**D**) miRNA–mRNA network with miRNAs downregulated in RISC of cortical neurons (red nodes) and their predicted mRNA targets (blue nodes). (**E**) Expression heatmap of the predicted targets of downregulated miRNAs with significant up-regulation on mRNA level in the cortex of L192P mutant mice. (**F**) Expression heatmap of predicted targets of miR5121. All predictions are based on TargetScanMouse 8.0. Moderate- and high-confidence targets were defined by a cumulative weighted context score (CWCS) lower than −0.2.

Finally, we investigated the impact of the Ago2-L192P variant on the regulation of Ago2-associated mRNAs. To do this, we performed cross-linking immunoprecipitation followed by high-throughput sequencing (CLIP-seq) and SAP-seq to map Ago2-bound mRNAs across distinct mouse brain regions [63]. Our analysis focused on transcripts with Ago2 binding sites within their 3′ untranslated regions (3′UTRs) in the mouse cortex. We then applied GSEA to compare RNA-seq data from the cortex of wild-type and L192P mice with the SAP-seq-derived miRNA target dataset. This analysis revealed a strong correlation: mRNAs most strongly associated with Ago2 were selectively downregulated in the cortex of Ago2-L192P mice (Fig. 8). These findings indicate that the L192P mutation leads to over-repression of miRNA-targeted mRNAs in the mouse cortex.

**Figure 8.**
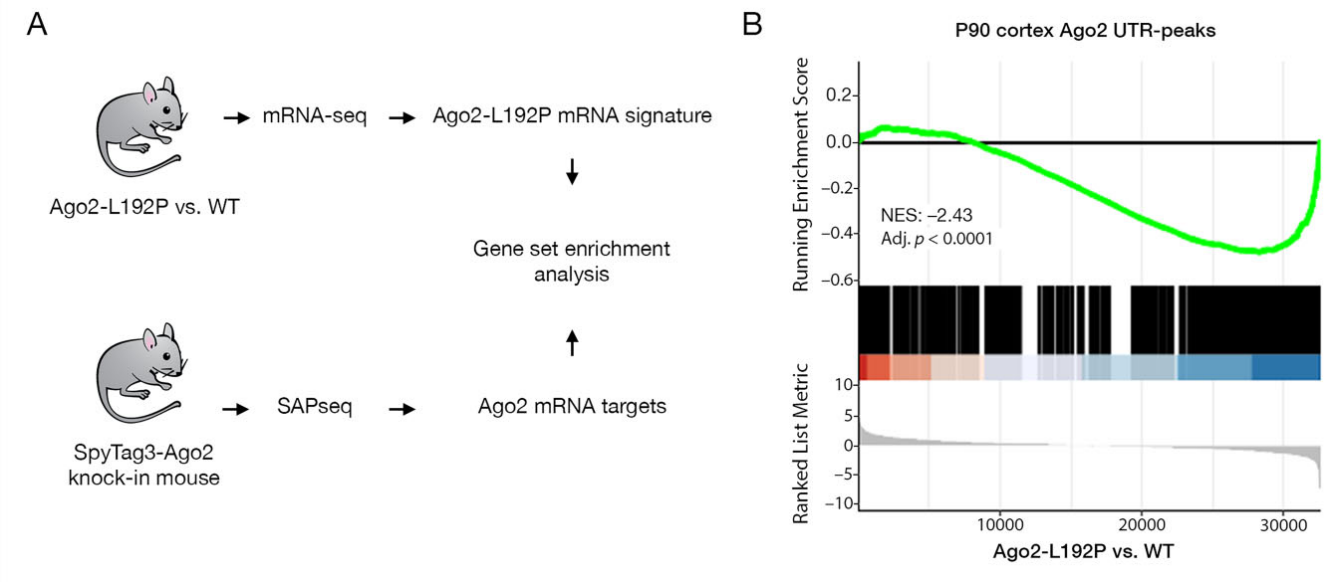
Ago2-associated mRNAs are downregulated in the brain of L192P mutant mice. (**A**) Experimental approach. (**B**) A signature from the mouse cortex RNA-seq dataset was constructed and compared by GSEA with the list of genes that were found to be associated with Ago2 protein in the SAP-seq analysis. In the resulting plot, genes on the left are upregulated in L192P, and genes on the right are downregulated in the L192P mouse cortex.

## Discussion

In this study, we performed *in-depth* functional characterization of multiple LESKRES-associated, *AGO2* mutations—p.L192P, p.A367P, p.T357M, p.F182del, and p.G733R—which are associated with variable severity of neurodevelopmental abnormalities. Biochemical characterization revealed distinct impacts on the stability, folding, RNA binding kinetics, and targeting fidelity. Among these, the L192P variant, which is linked to severe clinical phenotype [2], exhibited the most pronounced functional defects. Consequently, we conducted in-depth cell culture and *in vivo* analyses of the L192P variant to further delineate its pathogenic mechanisms.

The G733R mutant exhibited poor expression and was lost early during purification, indicating an unstable and improperly folded protein. This is consistent with previous work showing that the G733R variant is nonfunctional when ectopically expressed in HEK293T cells [2]. This variant abolished shRNA-mediated silencing, phosphorylation of the *C*-terminal serine cluster, binding to GW182, localization to P-bodies, AGO2-mediated slicing, binding to endogenous miRNA, and binding to target mRNAs [2]. Notably, the patient with the heterozygous p.G733R variant and the patient with a heterozygous *AGO2* deletion both exhibited the mildest clinical course within the previously reported LESKRES cohort [2]. Similarly, Ago2-G733R heterozygous mice were born near Mendelian frequencies in heterozygous/WT crosses. Collectively, these findings are consistent with the interpretation that the loss of function of a single *AGO2* allele contributes to a milder clinical phenotype. Conversely, for *AGO2* mutations associated with more severe phenotypes [2], we hypothesize that these mutations may result in detrimental gain of function, as we previously ruled out a dominant-negative effect [2]. These findings contrast those of Duan *et al.*, which found that *alg-1* mutations, corresponding to the ones in the *AGO1* gene, result in dominant-negative effects when expressed in *C. elegans* [22].

The L192P, A367P, T357M, and F182Δ mutants expressed and purified similarly to AGO2-WT, suggesting stable and functional folding. Similar to previous findings, the ability of these mutants to bind miRNAs was not altered. In addition, none of the mutants abrogated target RNA binding, with only moderate differences in target affinity. Notably, several mutants (L192P, A367P, and T357M) released RNA targets significantly slower than AGO2-WT, indicating prolonged interaction with target RNAs. In addition, we observed reduced target-binding kinetics for all tested mutants. However, only L192P and A367P reached statistical significance. As target binding of AGO2-WT occurs near the rate of diffusion, making precise measurements challenging, we expect that we have underestimated the true differences. Notably, our biochemical assays used a short, synthetic miR-122 target RNA to avoid confounding effects from target RNA structure or site accessibility and to minimize alternative guide-target pairing. However, this design may not capture all aspects of target recognition *in vivo*. Additionally, AGO2 *in vivo* is subject to a phosphorylation/dephosphorylation cycle that is not represented in our *in vitro* experiments. Despite these limitations, it is of interest to note that the mutant-specific effects observed in our biochemical assays closely correlate with the clinical severity of patients harboring respective mutations, as p.L192P and p.A367P cause a more severe clinical outcome when compared to p.T357M and p.F182del [2].

In a cellular context, we previously observed increased association of known miRNA target mRNAs with IP AGO2 harboring the L192P, A367P, and F182Δ mutations². This effect may be partially explained by the altered dwell times of these variants on target RNAs. Notably, these same AGO2 mutants exhibited reduced phosphorylation of the *C*-terminal serine cluster [2], suggesting resistance to phosphorylation. Phosphorylation of this region by Casein kinase 1α (CSNK1A1) is known to be stimulated by target RNAs that pair with the miRNA supplementary region (guide nucleotides g12–g16) [64], an interaction that promotes central cleft widening beyond seed pairing alone [27]. Thus, in addition to altering target RNA interactions, these missense mutations may induce conformational changes that impair AGO2 phosphorylation. Given that phosphorylation of the *C*-terminal cluster facilitates target release [24, 25, 64], these findings suggest that, *in vivo*, AGO2 mutants may exhibit prolonged dwell times on target mRNAs beyond those directly measured for the L192P and A367P variants.

Prolonged dwelling time on target RNAs may have several detrimental consequences including mis-targeting and off-target effects. Indeed, all four mutants (L192P, A367P, T357M, and F182Δ) demonstrated increased mis-targeting *in vitro*, e.g. binding to RNAs lacking matches to the miRNA seed region more frequently than AGO2-WT. While extended incubation reduced this mis-targeting, none of the mutants achieved the targeting fidelity of AGO2-WT. Moreover, the prolonged dwell time on target RNAs may be the cause for increased L192P sequestration of mRNAs in P-bodies in distal dendrites. Therefore, we propose the increased target dwell time as the main gain-of-function effect.

Interestingly, all studied AGO2 mutants have amino acid substitutions that are located in the vicinity of helix-7 or the hinge region that enables helix-7 movements of AGO2, which are critical for the protein’s ability to open and close its central cleft. This structural flexibility is proposed to be essential for modulating the base-pairing properties of AGO2-bound guide RNA [28]. Thus, while these mutations do not affect the overall stability of AGO2, they may alter its conformational dynamics, impairing the ability of AGO2 to rapidly bind and disengage from target mRNAs.

Our analysis of GFP-AGO2 expressing primary cortical neurons identified a limited number of differentially RISC-bound miRNAs, some of which were enriched and some were depleted in L192P-RISC. 

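The same comparison in the input gave 0 calls among 353 miRNAs (smallest adjusted p = 0.121 from edgeR), while 61 miRNAs had an unadjusted p under 0.05, where 17.65 would be expected by chance. This expectation takes the miRNAs as independent, and 4 of 56 regroupings of the IC libraries, the real one included, gave as many. Of the calls in IP, 37 were also tested in IC, and 35 of these moved there in the same direction. The median change of these 37 in the direction of the IP effect was 1.29 in IP and 1.08 in IC, on the log2 scale. Across the 286 miRNAs tested in both fractions, the log2 fold changes in IP and IC correlated with r = 0.564 and rho = 0.518, a relation across miRNAs that are not independent replicates. The difference between the effects in IP and IC was itself tested over 406 miRNAs and all 17 libraries, and 0 had an adjusted p under 0.05 (edgeR). An unadjusted p under 0.05 was found for 35, where 20.3 would be expected by chance, but 31 of 100 regroupings of the libraries, the real one included, gave as many. In IP against IC of WT, 75 of 255 miRNAs were called, 33 higher and 42 lower in IP. In L192P, 94 of 381 were called, 32 higher and 62 lower. The total of 94 became 150 without L192P-IC5 and 169 with the library number as a replicate block over the 4 libraries numbered 3 and 4. The 0 calls in the input became 13 without WT-IC5, and the 0 for the difference between the effects became 3 without L192P-IC3.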

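The guide was taken as the arm with more counts summed over the WT IP libraries. These libraries are also the reference of the change, so noise in them can push the share toward the passenger. A guide taken from the WT IC libraries does not share this bias. Among the pairs with a changed ratio, 23 of 56 moved toward the passenger arm in L192P IP, a share of 41.1% (95% Clopper-Pearson interval 28.1 to 55.0; exact binomial test, two-sided, p = 0.229). Among all pairs tested that have a guide, 85 of 166 moved toward the passenger, a share of 51.2% (interval 43.3 to 59.0; exact binomial test, two-sided, p = 0.816). With the guide taken from the WT IC libraries, 20 of the changed pairs moved toward the passenger, 35.7% (exact binomial test, two-sided, p = 0.0440).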

Several miRNAs exhibited altered strand specificity, though no general tendency in binding preference to the passenger or guide strand was observed for the mutant L192P. L192 resides in the main hinge for opening and closing the central cleft of the protein. The L192P variant is likely to change the dynamics of opening and closing of this cleft, which has been proposed to be integral to miRNA-loading [65]. Thus, both the initial loading of miRNA duplexes and the ejection of the passenger strand may contribute to altering the 3p/5p ratios of certain miRNAs.

The AGO2-L192P variant led to an increase in the variety of isomiRs, which differ in their sequence from the corresponding canonical miRNA [46–48]. 37 isomiRs bound exclusively to AGO2-L192P, whereas no isomiR was exclusively associated with AGO2-WT. Almost all of the isomiRs bound to AGO2-L192P exhibited altered 3′-termini. 3′ isomiRs can arise during miRNA biogenesis via altered DROSHA or DICER cleavage or after AGO2-loading if the miRNA 3′-end is exposed to enzymatic attacks [66–68]. Since our previous study showed that the interaction of mutants with DICER is not altered, and the molecular dynamic stimulation suggested loss of anchoring of the guide 3′-end at the PAZ domain [2], we hypothesize that the L192P mutant-bound 3′isomiRs originate from altered AGO2 dynamics. In L192P, the miRNA 3′-end is likely released and exposed to enzymatic attack more often than in AGO2-WT. It should be noted that enzymatic 3′-end trimming and tailing are a hallmark of prolonged engagement with some extensively complementary RNAs [55, 56], again pointing to the prolonged dwelling of the L192P variant on target mRNAs as the primary cause.

Interestingly, Scheper *et al.* determined isomiRs as biomarkers for intellectual disability (ID) and Autism Spectrum Disorder (ASD) in Tuberous Sclerosis complex (TSC), a genetic disorder affecting several organs including the CNS [69–73]. The phenotype of TSC patients includes a broad spectrum of NDDs such as epilepsy, malformations of the cortex, ADHD, ID, and ASD [69, 70]. An isomiR derived from miR409-3p was specifically detected as a biomarker for ID. Considering that the core neurodevelopmental spectrum is similar to the LESKRES, it is important to note that four different miR409-3p derived isomiRs are among the 20 most abundant isomiRs bound exclusively to the L192P mutant.

Finally, cortical transcriptome analysis of mice heterozygous for the *Ago2* p.L192P mutation revealed significant deviations from WT mice. Comparison with a set of Ago2-bound mRNAs from mouse cortex showed that many of these Ago2 target mRNAs are expressed at lower levels than in WT mice. This over-repression of target transcripts is consistent with the L192P mutant’s weakened ability to dissociate from target RNAs. In contrast, apart from differential expression of several hemoglobin-associated genes, transcriptome analyses of mice heterozygous for *Ago2* p.G733R did not identify a major difference in gene expression.

Taken together, our comprehensive analyses collectively show that the more severe clinical outcomes are due to *AGO2* gain-of-function mutations, suggesting prolonged dwell times on target, or possibly off-target, mRNAs as the main mechanistic cause. Our findings have further direct consequences for the accurate evaluation of pathogenicity for future novel *AGO2* missense mutations, and in-frame deletions and duplications. As a first line of analysis, we suggest investigating cellular localization. Mutants failing to localize to P-bodies should be regarded as loss-of-function. Variants localizing to P-bodies should be further investigated in terms of mis-targeting and/or aberrant miRNA and isomiR binding. The development of robust analytical methods to assess and classify novel *AGO2* variants will be a major goal of our future studies.

Rapid and precise determination of the pathogenicity, along with the mode of action, of newly identified variants has significant implications for future clinical interventions. It is conceivable that patients harboring loss-of-function mutations might benefit from interventions aiming to increase the expression of the unaltered, WT allele. Contrarily, in patients harboring gain-of-function mutations, interventions targeting the mutant alleles may ameliorate the severity of clinical signs and symptoms, thereby resulting in milder clinical outcomes. Clearly, such intervention should first be investigated for efficacy and safety in physiological environments. Thus, our labs are currently initiating pre-clinical studies in patient-derived iNeurons.

In summary, this study further highlights the distinct biochemical consequences of different *AGO2* mutations and correlates these with their clinical severity. The loss-of-function G733R mutant results in milder phenotypes, while gain-of-function effects in the L192P, A367P, T357M, and F182Δ mutants lead to more severe phenotypes. Our results suggest a model wherein mutations that alter the AGO2 conformational dynamics impair the exquisite ability of AGO2 to shape the binding properties of its miRNA guide [29], leading to the mis-regulation of target mRNAs and a variety of neurodevelopmental consequences on the organismal level.

## Supplementary Material

gkaf1002_Supplemental_Files

## Data Availability

Mouse cortex sequencing data have been deposited in GEO under the following accession numbers: GSE294381 (L192P RNA-seq), GSE294382 (L192P small RNA-seq), GSE308750 (G733R RNA-seq), and GSE308776 (SuperSeries).

# Supplementary material for: Dysregulation of AGO2-miRNA dynamics underlies the AGO2-associated Lessel–Kreienkamp syndrome
**Source:** Nucleic Acids Res. 2025 Oct 16;53(19):gkaf1002. doi: 10.1093/nar/gkaf1002
**Supplement:** gkaf1002_Supplemental_Files

**Supplementary information**

**Table S1**. Sequences and length of selected isomiRs identified as Ago2-L192P-associated. The RNA sequencing data of miRAP IP samples from Ago2-WT and Ago2-L192P were analyzed using the miRMaster tool to identify Ago2-loaded isomiRs. 37 isomiRs were bound exclusively to the L192P variant. The 20 isomiRs with highest count values were classified as different types of isomiRs. Nucleotide exchanges (nuc.ex) are indicated as position: original base -> isomiR base. The sequences and lengths of isomiRs are shown.

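An isomiR is a form of a mature miRNA with other ends or bases than the annotated sequence. The 20 entries of the table hold 19 different sequences of 17 to 26 bases, since those of miR-135a-1-5p and miR-135a-2-5p are the same. By the table's own categories 10 are trimmed at the 3' end, 4 are trimmed with an exchange, 1 is extended, 3 are extended with an exchange, 1 is a polymorphism and 1 is extended at the 5' end and trimmed with an exchange. Each sequence was aligned without gaps to the mouse hairpins of GRCm39. All 11 entries without a stated exchange matched a hairpin exactly. For 7 of the 9 entries with a stated exchange, the same exchange was found 1 position further, as if the table counted bases from 0. Counted from 1 at the 5' end of the isomiR, these include G19A in miR-33-5p, C21T in miR-409-3p, T21A in miR-672-5p, G25T in let-7c-5p and G26T in miR-138-5p. The entry of let-7a-5p carries T21A beside the exchange at T23A, and the shortest entry of miR-409-3p with a stated exchange matched its hairpin with none.
The reads behind the isomiRs were not analysed here, but their 15 parent miRNAs are in the count table, and 15 passed the filter in IP. Their median log2 fold change in L192P IP against WT IP was 1.09, and 12 of 15 were higher (camera with an inter-gene correlation of 0.01, p = 6.2e-06 by its test; fry, p = 4.5e-05, limma). The median exceeded that of all 10000 random lists matched on mean level. 7 of them were called. An adjusted p under 0.05 was reached by 8 when adjusted over all miRNAs and by 12 when adjusted over the list alone. The list was chosen in the study from these IP libraries and is not independent evidence. In IC the median was 0.79, with 14 of 15 higher.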

| isomiR | Category | Sequence | Length  in nucleotides (nt) |
| --- | --- | --- | --- |
| miR-409-3p 2T | 3´-extended | GAAUGUUGCUCGGUGAACCCCUUU | 24 nt |
| let-7a-5p 2T 22:T->A | 3´-extended nuc.ex | UGAGGUAGUAGGUUGUAUAGAUAU | 24 nt |
| let-7c-5p 3T 24:G->T | 3´-extended nuc.ex | UGAGGUAGUAGGUUGUAUGGUUUAU | 25 nt |
| miR-138-5p 3T 25:G->T | 3´-extended nuc.ex | AGCUGGUGUUGUGAAUCAGGCCGUUU | 26 nt |
| miR-125a-3p -5T | 3´-trimmed | ACAGGUGAGGUUCUUGG | 17 nt |
| miR-1298-3p -3T | 3´-trimmed | CAUCUGGGCAACUGAUUGA | 19 nt |
| miR-1298-5p -2T | 3´-trimmed | UUCAUUCGGCUGUCCAGAUG | 20 nt |
| miR-135a-1-5p -4T | 3´-trimmed | UAUGGCUUUUUAUUCCUAU | 19 nt |
| miR-135a-2-5p -4T | 3´-trimmed | UAUGGCUUUUUAUUCCUAU | 19 nt |
| miR-148b-5p -3T | 3´-trimmed | GAAGUUCUGUUAUACACUCAG | 21 nt |
| miR-335-3p -3T | 3´-trimmed | UUUUUCAUUAUUGCUCCUG | 19 nt |
| miR-411-5p -3T | 3´-trimmed | UAGUAGACCGUAUAGCGU | 18 nt |
| miR-431-5p -4T | 3´-trimmed | UGUCUUGCAGGCCGUCA | 17 nt |
| miR-544-3p -5T | 3´-trimmed | AUUCUGCAUUUUUAGCA | 17 nt |
| miR-33-5p -2T 18:G->A | 3´-trimmed nuc.ex | GUGCAUUGUAGUUGCAUUACA | 21 nt |
| miR-409-3p -1T 20:C->T | 3´-trimmed nuc.ex | GAAUGUUGCUCGGUGAACCCU | 21 nt |
| miR-409-3p -4T 17:C->A | 3´-trimmed nuc.ex | GAAUGUUGCUCGGUGAAC | 18 nt |
| miR-672-5p -2T 20:T->A | 3´-trimmed nuc.ex | UGAGGUUGGUGUACUGUGUGA | 21 nt |
| miR-672-5p 22:A->T | polymorph | UGAGGUUGGUGUACUGUGUGUGU | 23 nt |
| miR-409-3p 1F -4T 17:C->A | 5´-extended + 3´-trimmed nuc.ex | CGAAUGUUGCUCGGUGAAA | 19 nt |

**Table S2. DNA oligonucleotides used in this study**

| Name | Sequence (5'🡪3') |
| --- | --- |
| **Ago2 Mutagenesis Primers** |  |
| L192P-5'frag_fwd | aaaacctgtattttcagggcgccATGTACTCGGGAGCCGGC |
| L192P 5'frag_rev | ggcccccgccAGGAGGGTTAGAGCAGCC |
| L192P 3'frag_fwd | taaccctcctGGCGGGGGCCGAGAAGTG |
| L192P 3'frag_rev | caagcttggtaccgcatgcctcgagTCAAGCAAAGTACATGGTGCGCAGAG |
| A367P-5'frag_fwd | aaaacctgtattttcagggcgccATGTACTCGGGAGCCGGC |
| A367P-5'frag_rev | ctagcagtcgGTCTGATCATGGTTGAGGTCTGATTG |
| A367P-3'frag_fwd | atgatcagacCGACTGCTAGGTCGGCGC |
| A367P-3'frag_rev | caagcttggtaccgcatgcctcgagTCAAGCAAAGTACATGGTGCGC |
| T357M-5'frag_fwd | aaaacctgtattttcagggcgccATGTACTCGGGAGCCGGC |
| T357M-5'frag_rev | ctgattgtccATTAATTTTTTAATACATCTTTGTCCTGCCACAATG |
| T357M-3'frag_fwd | aaaaattaatGGACAATCAGACCTCAAC |
| T357M-3'frag_rev | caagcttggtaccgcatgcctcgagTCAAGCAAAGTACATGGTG |
| F182del-5'frag_fwd | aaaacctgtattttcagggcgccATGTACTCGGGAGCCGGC |
| F182del-5'frag_rev | cggacgcggtGAAGGAGCGGCCCACGGG |
| F182del-3'frag_fwd | ccgctccttcACCGCGTCCGAAGGCTGC |
| F182del-3'frag_rev | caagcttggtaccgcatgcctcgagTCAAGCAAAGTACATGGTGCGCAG |
| Capture oligo | Biotin-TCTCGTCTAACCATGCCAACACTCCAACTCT |
| DNA competitor | Biotin-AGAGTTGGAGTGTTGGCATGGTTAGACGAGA |
| RBNS 5' Blocker | GATCGTCGGACTGTAGAACTC |
| RBNS 3' Blocker | TTGGCACCCGAGAATTCCA |
| RT primer | CCTTGGCACCCGAGAATTCCA |
| **CRISPR DNA oligos** |  |
| HDR template L192P | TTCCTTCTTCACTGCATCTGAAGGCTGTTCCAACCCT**CCA**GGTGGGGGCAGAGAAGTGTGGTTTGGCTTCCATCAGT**CTG**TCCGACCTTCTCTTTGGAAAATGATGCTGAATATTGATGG |
| Ago_L193P_for | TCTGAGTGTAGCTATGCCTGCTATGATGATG |
| Ago_L193P_rev | CAGGCTGGTATCACATCAGAGCTGTGC |
| HDR template G734R | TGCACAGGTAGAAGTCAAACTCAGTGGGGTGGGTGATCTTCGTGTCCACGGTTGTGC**G**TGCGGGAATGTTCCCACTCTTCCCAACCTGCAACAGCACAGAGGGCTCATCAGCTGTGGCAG |
| Ago_G734R_for | actgtgcttgactgtagcatcagg |
| Ago_G734R_rev | tcctgcagtcagtcccacctttta |

**Table S3. RNA oligonucleotides used in this study**

| Name | Sequence (5'🡪3') |
| --- | --- |
| Guide RNA | P-UGGAGUGUGACAAUGGUGUUUG |
| Seed-matched target RNA | AAAAAAAAAAAAACACUCCUAA |
| RandomTarget RNA | GAGUUCUACAGUCCGACGAUCccaacRYRYYYYRcaccUGGAAUUCUCGGGUGCCAA |

“P” indicates 5' phosphate; “R” indicates purine (A or G); “Y” indicates pyrimidine (C or U)

**Table S4. Ago2 RNA bind-n’-seq data.** First tab: read counts for each target sequence in each data set. Numerical values indicate the number of times each target sequence was observed. Second tab: enrichment compared to input. Fold enrichment was calculated by first calculating the reads per million (rpm) value for each sequence within each sample, and then dividing the rpm for each sequence in each sample by the rpm value of the corresponding sequence in the input library.

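In this assay a pool of 256 RNA targets was incubated with AGO2 loaded with miR-122, and the targets bound after 0.5 or 60 min were sequenced. The table counts each target in the input library and in 1 library per protein and time, so there are no replicates. The libraries held between 1210139 and 3719611 reads. Of the 256 targets, 4 carry a canonical seed match, 1 each of the 8mer, 7mer-m8, 7mer-A1 and 6mer type. These 4 took 0.719% of the input reads. After 0.5 min they took 67.0% of the reads bound to WT (95% Wilson interval 66.98 to 67.09), 38.6% for F182∆, 22.5% for A367P, 15.5% for T357M and 14.8% for L192P (interval 14.81 to 14.88). After 60 min the shares were 85.3% for WT, 68.2% for A367P, 60.2% for F182∆, 47.2% for L192P and 43.2% for T357M. Summed over the 4 targets, the enrichment over the input was 93.3-fold for WT and 20.7-fold for L192P after 0.5 min, and 119-fold and 65.6-fold after 60 min. Without the 6mer the shares were lower in every library, 35.4% for WT and 7.53% for L192P after 0.5 min.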

**Fig. S1. Northern blot of Ago2-miR-122 complexes.** Left half: synthetic miR-122 standards. Right half: each lane contains 1 µg of purified hAgo2-miR-122 complex from either wild-type (WT) or one of four mutant preparations. Comparison to miR-122 standards indicates that each hAgo2-miR-122 sample contains ~75 ng of miR-122, consistent with a ~1:1 stoichiometry between miR-122 and hAgo2.

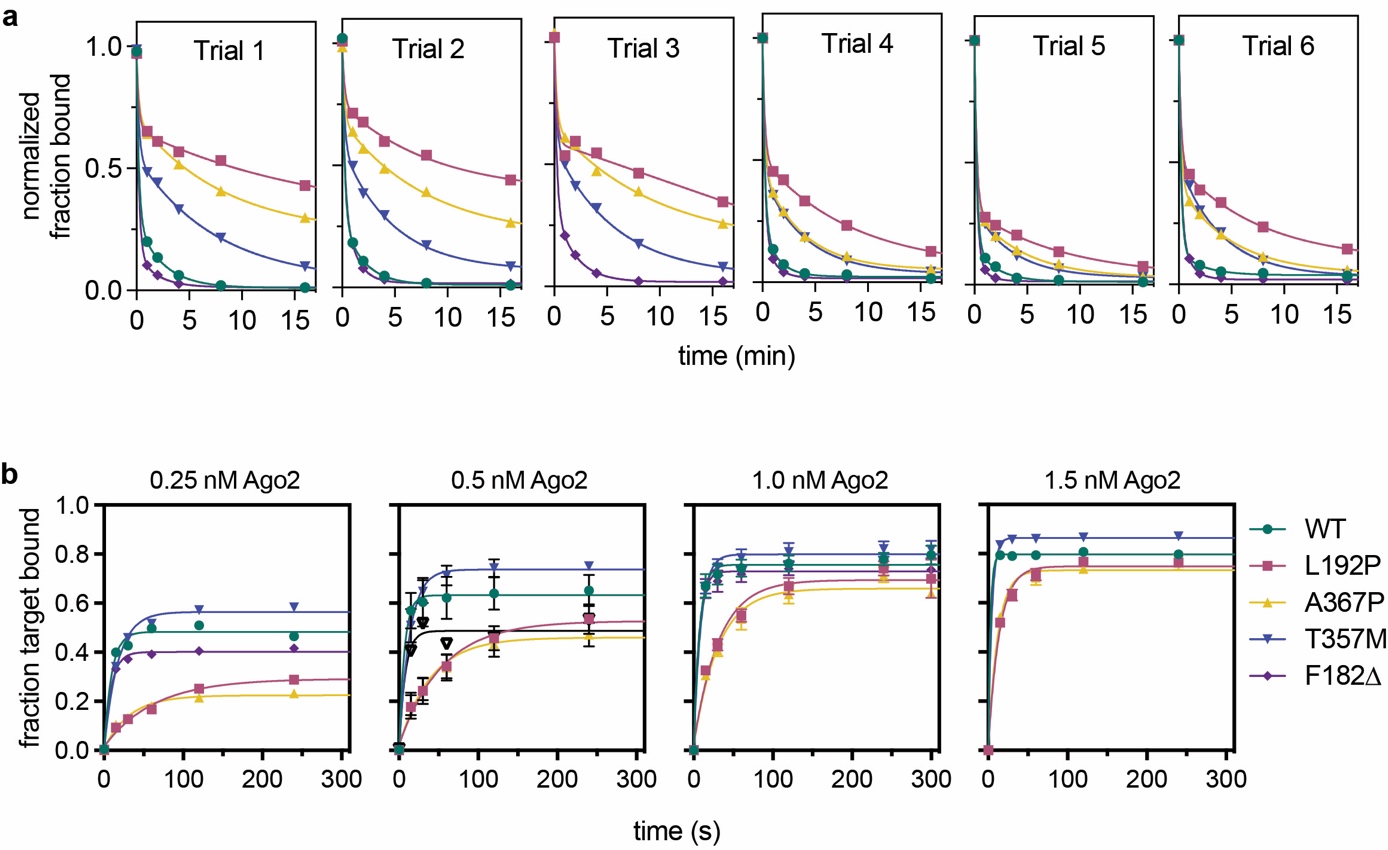

**Fig. S2. Data for independent kinetic trials.** **a.** Target release data. The fraction lost in the fast step varied between trials for undetermined reasons, but the rank order of mutants was the same in all experiments. **b.** Total fraction of target RNAs bound by various concentrations of AGO2-miRNA complexes as a function of time. Data were fit to a single exponential to determine the observed binding rate constant (*k_on, obs_*) for each Ago2-miRNA concentration.

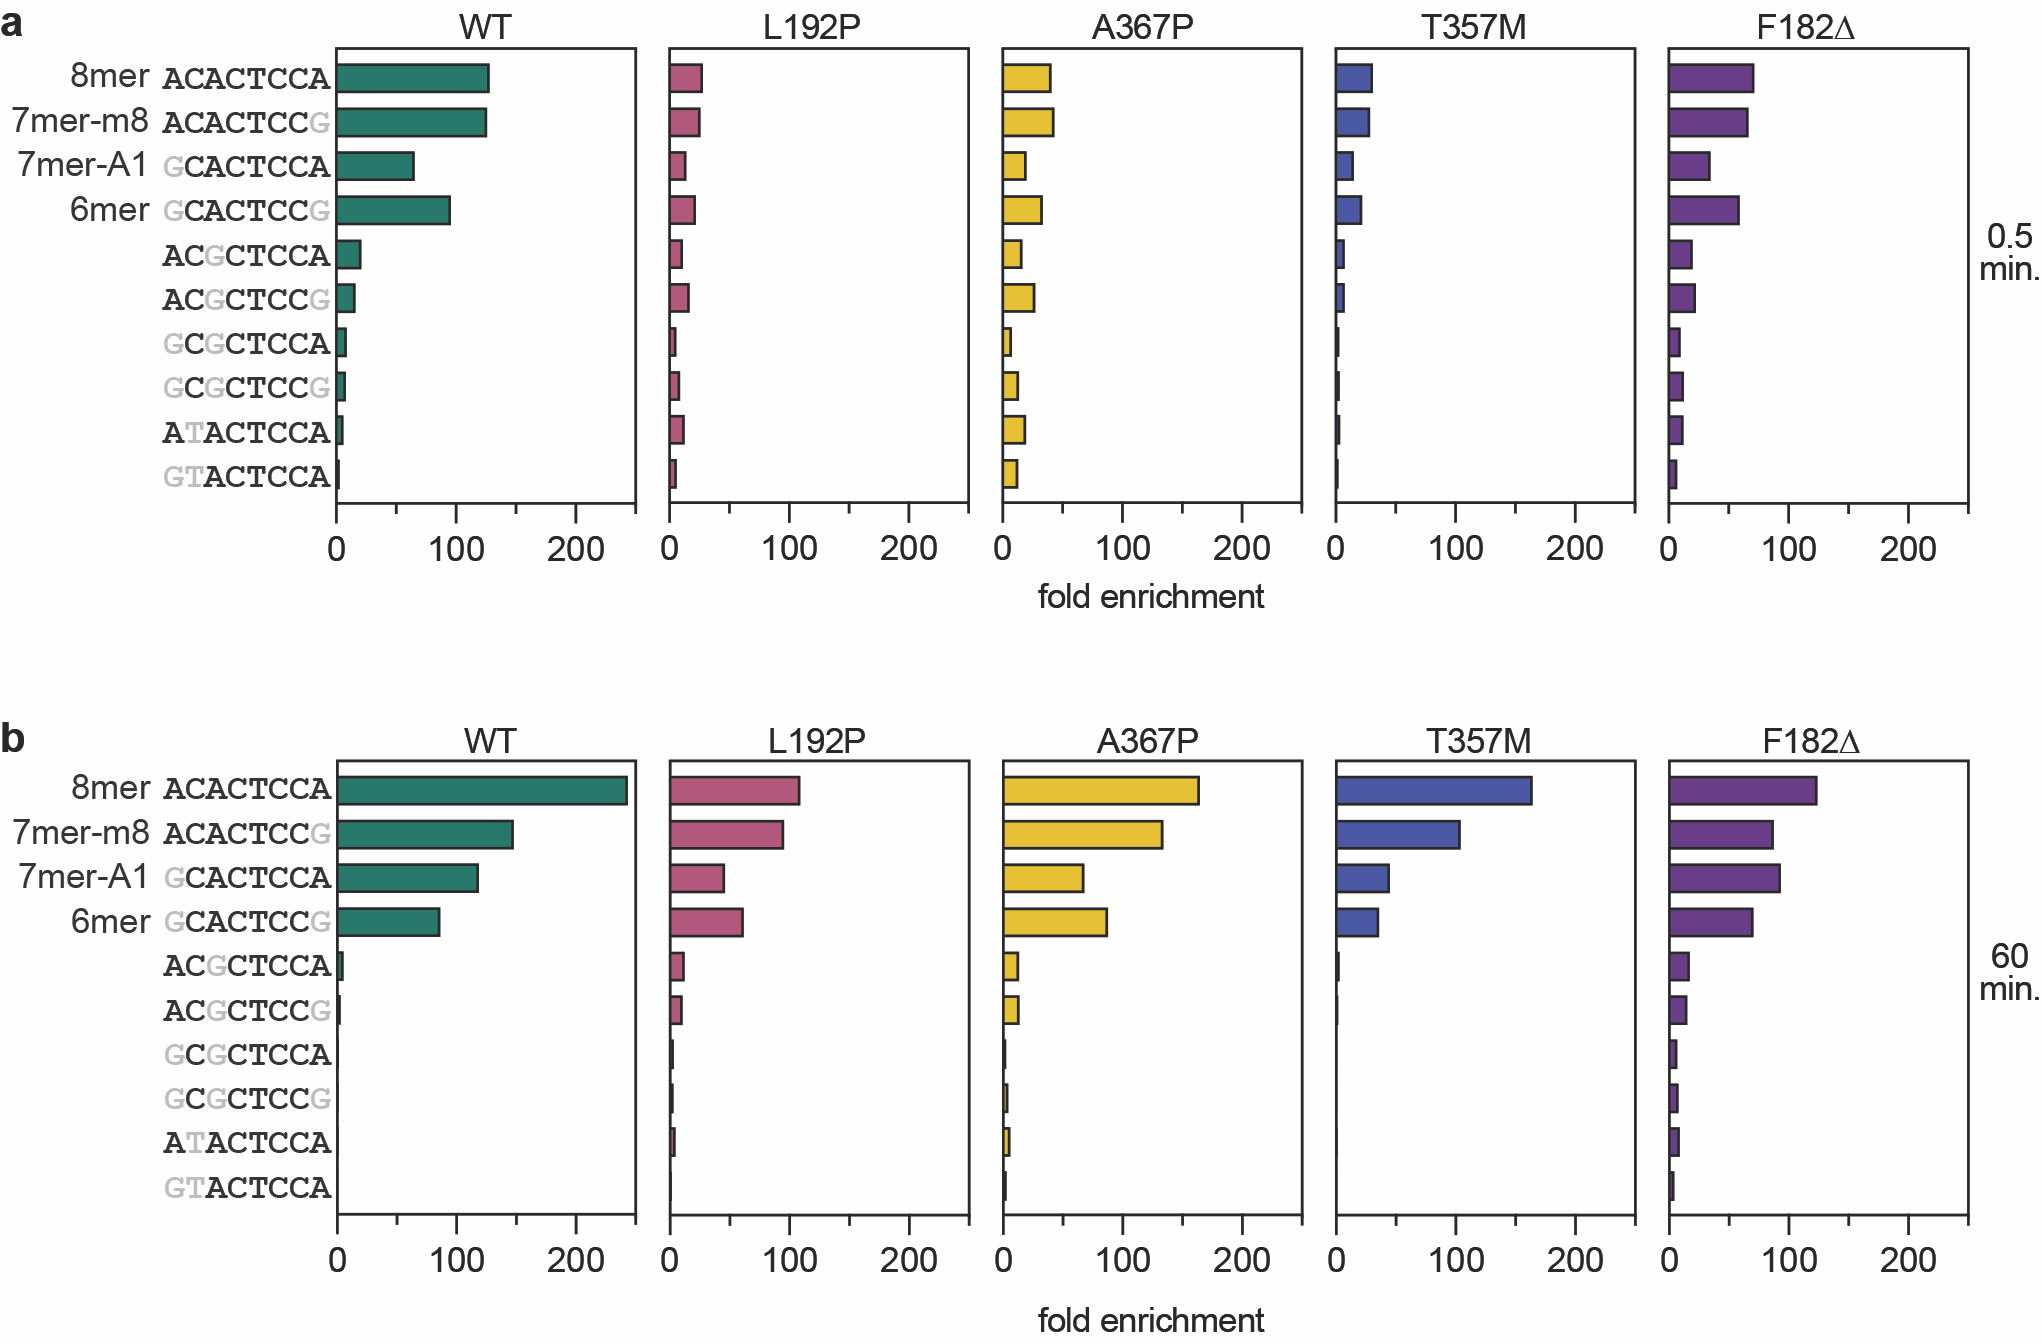

**Fig. S3. RBNS enrichment data.** **a.** The fold enrichment (compared to the input library) for each RBNS data set is shown for the top 10 sequences bound to wild-type Ago2 after 0.5 minutes. Target sequences are shown on the left. Black lettering indicates a match to the seed region, grey lettering indicates a mismatch. Sequences corresponding to the four canonical miRNA target site types (8mer, 7mer-m8, 7mer-A1, and 6mer) are labelled. **b.** Fold enrichment for the same target RNAs as in (a) in the 60-minute incubation data sets.

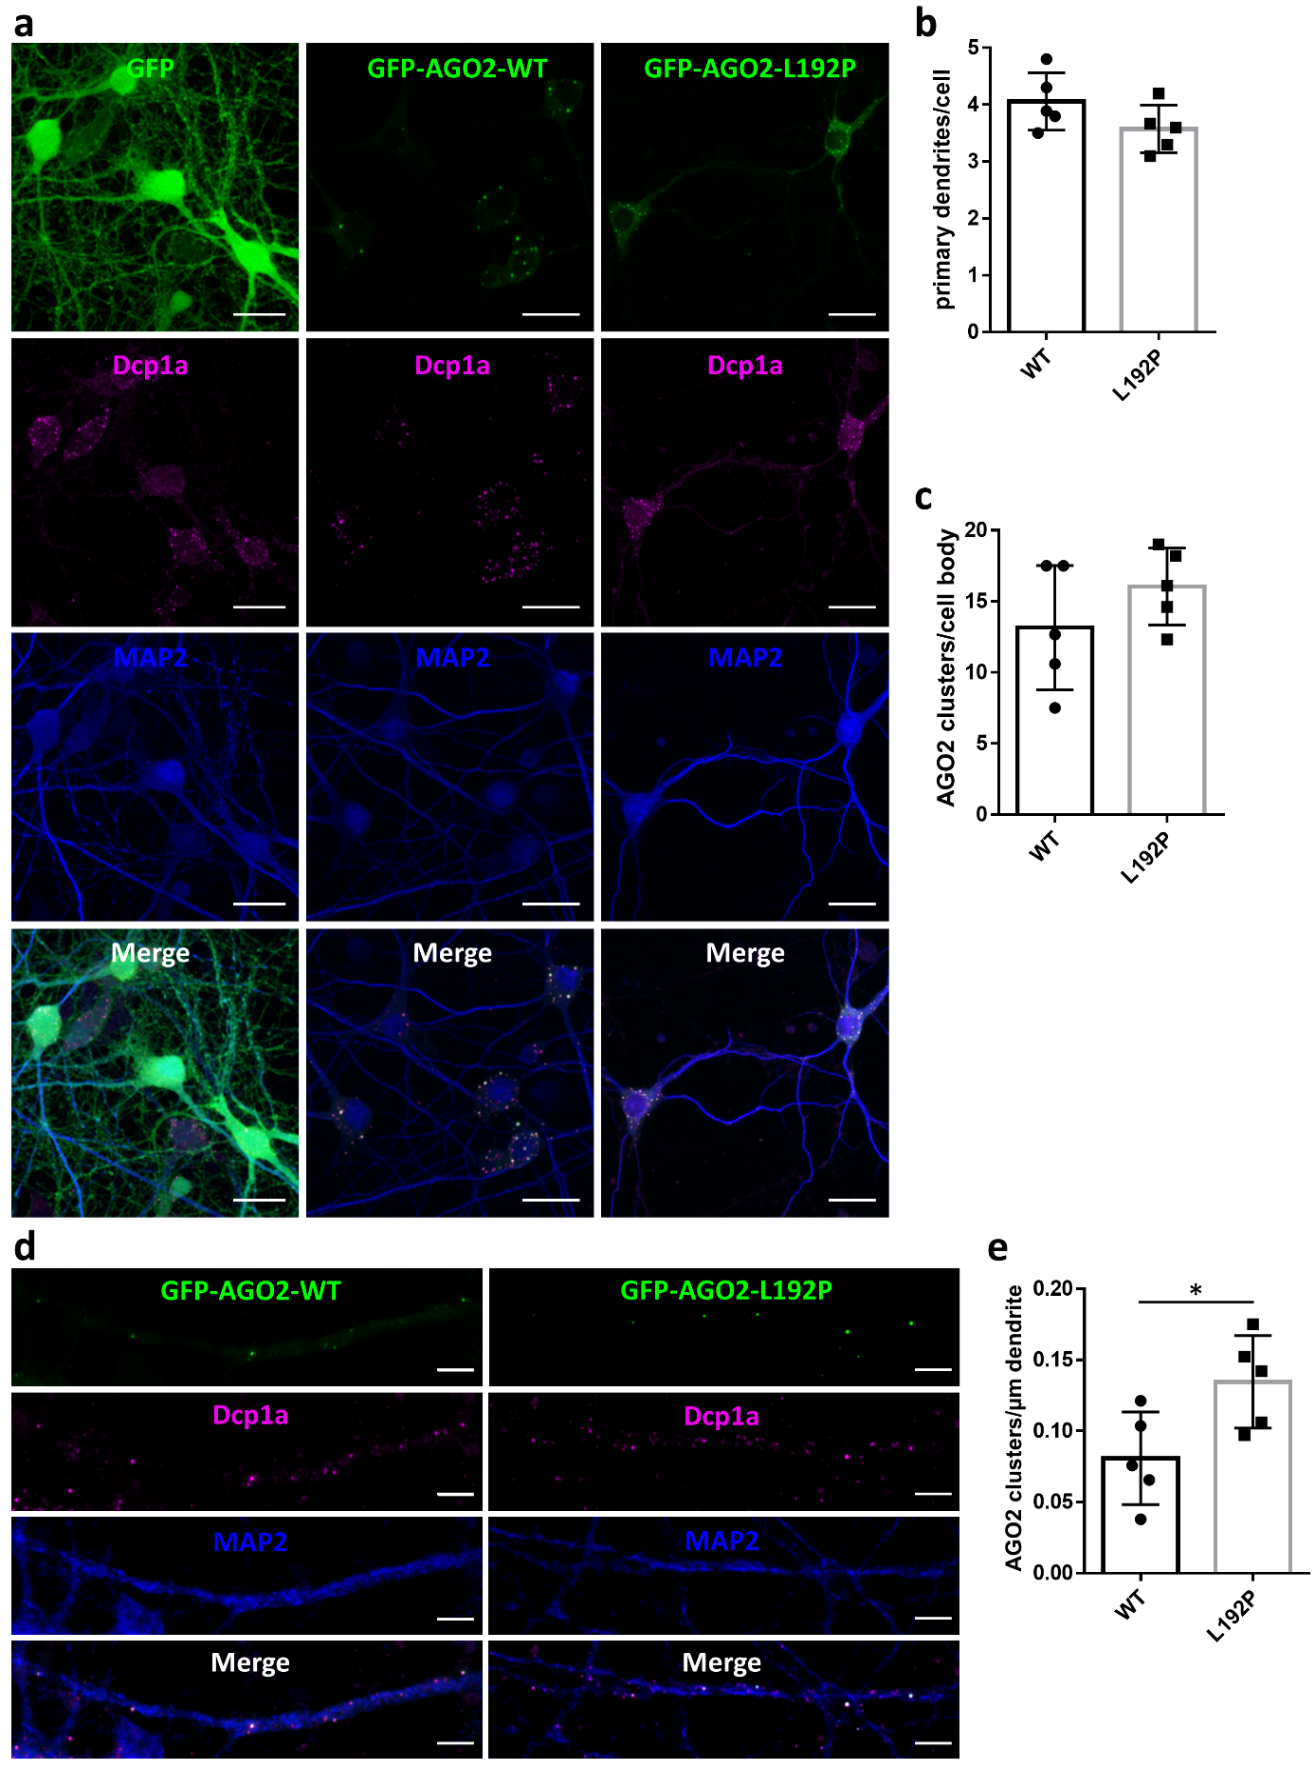

**Fig. S4.** **a.** Confocal microscopy of cortical neurons expressing GFP or GFP-AGO2 variants. In addition to GFP-fluorescence, neurons were stained with antibodies for the P-body marker Dcp1a (magenta) and the dendritic marker MAP2 (blue). Scale bar, 10 µm**.** **b.** Quantitative analysis of the number of MAP2-positive primary dendrites per neuron. **c.** Quantitative analysis of the number of GFP-AGO2 clusters per neuronal cell body**.** **d.** Enlargement of dendritic fragments. Scale bar, 5 µm**.** **e.** quantitative analysis of the number of GFP-AGO2 clusters per dendrite length.

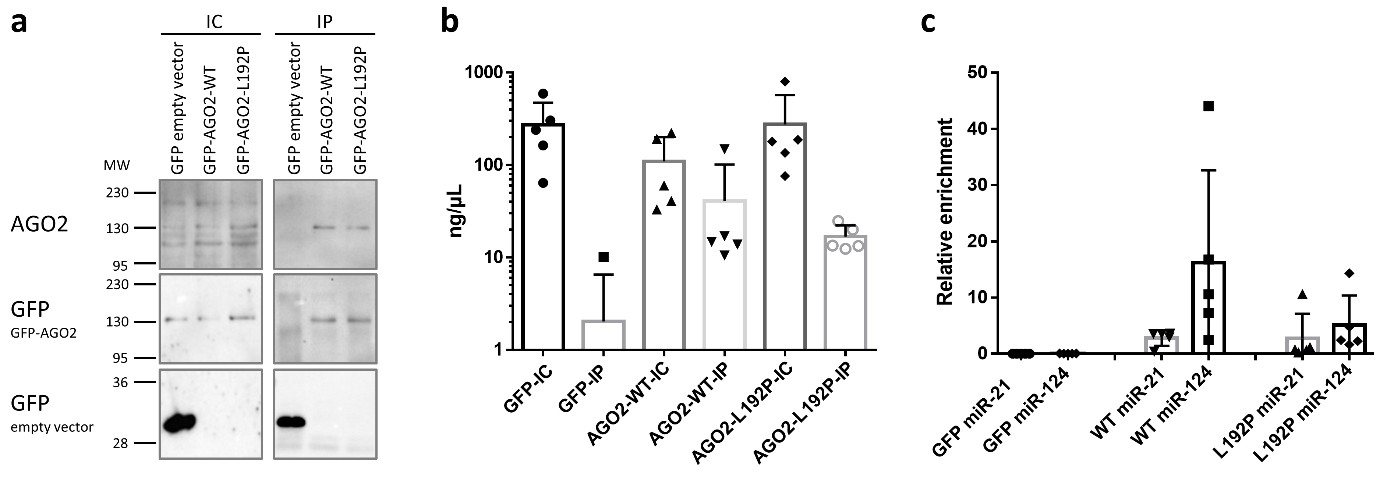

**Fig. S5.** Cortical neurons expressing GFP, or GFP-AGO2 variants, were lysed and subjected to immunoprecipitation (IP) using an anti-GFP antibody. **a.** Western blot analysis of input control (IC) and IP samples, using the antibodies indicated**.** **b.** miRNAs were isolated from IC and IP samples and quantified**.** **c.** qPCR analysis of miRNAs isolated from IP samples, using primers specific for miR-21 and neuronally expressed miR-124. Data are presented as relative enrichment over IC samples.

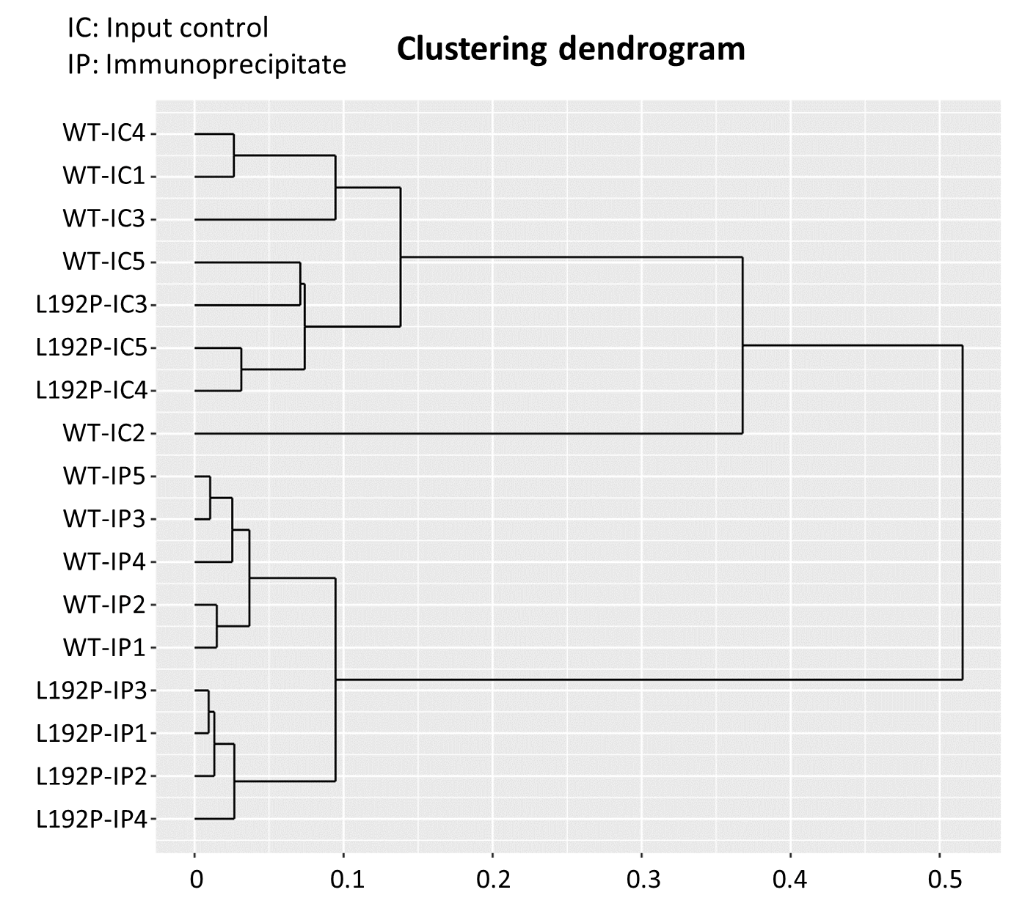

**Fig. S6. Dendrogram depicting clustering of samples in the miRNA sequencing dataset.**

Hierarchical clustering of miRNA profiles from input control (IC) and immunoprecipitated (IP) samples of neurons expressing GFP-tagged AGO2 (WT or L192P). Each branch represents an independent replicate. 

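For each library of Fig. S6, the median r with the other libraries of its group ranged from 0.966 (L192P-IP4) to 0.980 (L192P-IP1) in L192P IP. In WT IP it was 0.946 for WT-IP2 and between 0.965 and 0.966 for the other libraries. In L192P IC it ranged from 0.903 to 0.942, and in WT IC, apart from WT-IC2, from 0.839 (WT-IC3) to 0.883 (WT-IC1), with WT-IC2 among the libraries compared. WT-IC5 correlated with L192P-IC3, L192P-IC4 and L192P-IC5 at 0.875, 0.904 and 0.898, and with WT-IC1, WT-IC3 and WT-IC4 at 0.896, 0.808 and 0.876.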

Except for one outlier (WT-IC2), samples clustered according to sample type (IC vs. IP) and AGO2 variant (WT vs. L192P), indicating that the miRNA composition of L192P-RISC differs from that of WT-RISC.

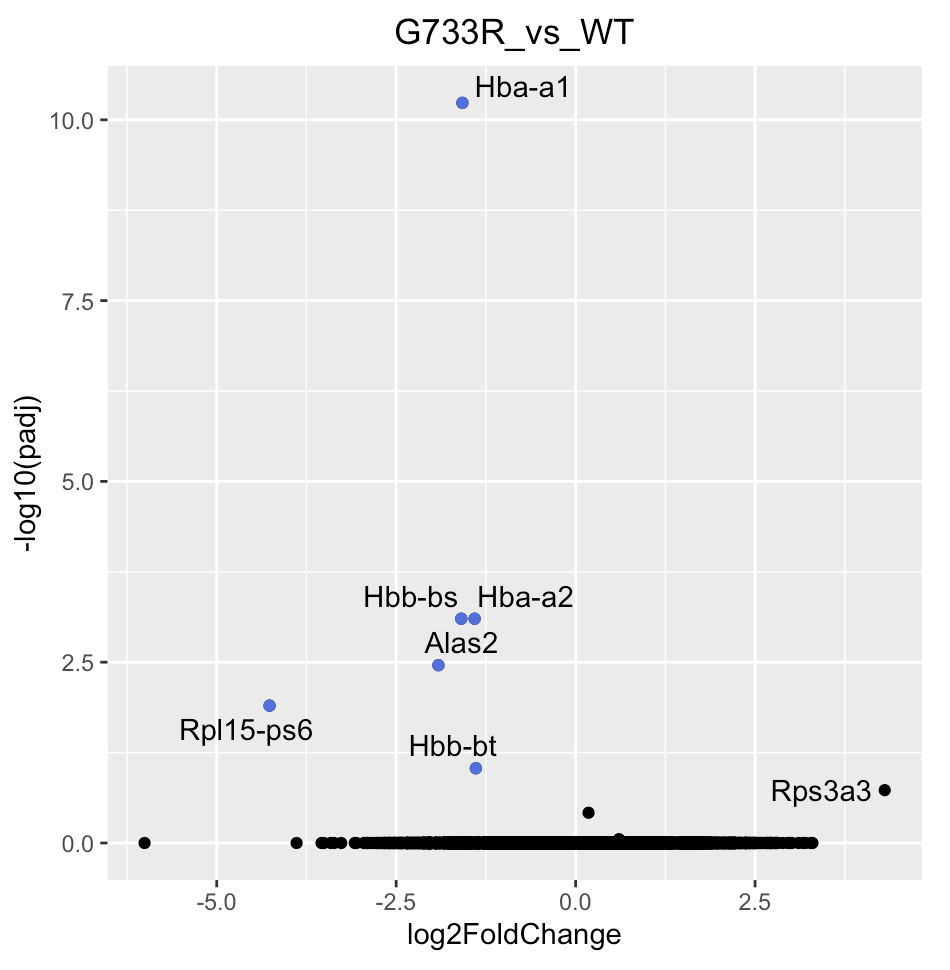

**Fig. S7. Differential gene expression in Ago2-G733R mutant cortex.**
Volcano plot showing results of mRNA-seq comparing cortex samples from heterozygous Ago2-G733R and wild-type (WT) mice. Each dot represents a gene; blue dots denote genes with adjusted *p* < 0.05. Only a small number of transcripts were differentially expressed in G733R cortex, with hemoglobin-related genes (*Hba-a1, Hba-a2, Hbb-bs, Hbb-bt*) and the erythroid-specific gene *Alas2* among the most significantly downregulated.

How the deposited data were processed for this re-analysis (not part of the article)

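Small RNA was measured in cultures of mouse cortical neurons that expressed GFP-tagged AGO2, WT or L192P, in the input control (IC) and the anti-GFP precipitate (IP). The 17 libraries comprise 5 WT IP, 4 L192P IP, 5 WT IC and 3 L192P IC libraries, each taken as a replicate of its group. The mRNA libraries of the cortices were not used here.

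The count values were made by the authors, who trimmed the adaptors, aligned the reads and counted them on known and predicted mature miRNAs with OASIS, and deposited them as raw counts. The deposited normalized signal values were made by the authors from these counts. They equal each library's counts divided by DESeq2's size factor over all 17 libraries, within a largest relative difference of 1.9e-13%. The raw counts were used for every test, and the normalized signal only in 1 alternative of the clustering. The paper's text does not name the genome build or miRNA annotation behind the counts. Coordinates of hairpins and genes were taken from GENCODE vM39 on GRCm39 and may not be those of the authors' annotation. The table also holds 14 merged names, with 0.0933% of all counts, for miRNAs that reads could not separate.

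Library totals run from 762 counts (WT-IC2) to 671487 (L192P-IP4), and 3 counts, taken as the floor, stand for 3937 and 4.47 CPM in these libraries. CPM are counts scaled to a common library size.

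Differential levels were tested with edgeR 4.0.16 (quasi-likelihood F-test, robust dispersion, TMM) in R 4.3.3. Its filterByExpr function kept miRNAs with at least 10 counts (scaled to the median library) in as many libraries as the smaller group holds, and at least 15 counts in total. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Separate fits were made for L192P IP against WT IP, L192P IC against WT IC, and IP against IC within each variant. The difference between the effects in IP and IC was tested as an interaction over all 17 libraries. Strand ratios were tested with edgeR on the counts of both arms, with a coefficient per library, for hairpins with at least 10 counts in each arm over the IP libraries. Ratios of single pairs are log2 values with a pseudocount of 0.5. Sets of miRNAs were tested with camera (inter-gene correlation 0.01) and fry in limma 3.58.1, and compared with 10000 random lists drawn from 20 bins of mean level. The sets were the parents of the isomiRs of Table S1, the miRNAs of the Dlk1-Dio3 cluster, and lists of 7 neuron-enriched and 10 glia-enriched miRNAs. Groups of single values were compared with exact permutation tests, two-sided, over all regroupings of the libraries, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Libraries were clustered by average linkage on 1 minus Pearson's r of log2 CPM with a prior count of 2.

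The groups, tests, thresholds, sets and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, library size alone, no filter on low counts, a mean of at least 100 counts, all 17 libraries in one fit, no fold change threshold, the library number as a block, known miRNAs only, other ratio tests and filters, other distances and linkages, and leaving out each library in turn. Chosen after the data were seen were DESeq2 on all 17 libraries in one fit, IP libraries thinned to the total of the smallest, the library number as a block in the interaction, and every result for the neuron-enriched list. The miRNAs named are those that the paper names in its text, Fig. 5, Fig. 7 or Table S1 for the IP data, miR-124-3p and miR-21a-5p, and the 5 calls with the largest rise and the 5 with the largest fall among those without overlap between the variants. For strand ratios they are the 5 pairs with the smallest p.

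The methods divide each lysate into IC and IP, so libraries with the same number could be pairs. After the group means were removed, the profiles of equally numbered WT IP and WT IC libraries correlated between -0.03 and 0.27 across miRNAs, and those of L192P at 0.06 and 0.16. Of these 7 pairs, 6 correlated above the median with differently numbered libraries, and 2 above 0.1. The numbers may thus mark the lysates in part or in full, but the methods do not say so, and the library number was used as a replicate block only among the alternatives.

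The steps were tested on simulated counts with the totals and group sizes of the real libraries. Of 55 miRNAs tested with a simulated log2 change of 2 in IP, 54 were called in the right direction, with 2 false calls among the 330 tested, and 0 were called when no change was simulated. In IC, 51 of 56 were called, with 1 false call, and 1 of 356 was called with no change simulated. A change in IP alone was recovered as an interaction for 20 of 56, and 33 of 40 changed strand ratios were recovered with 3 false ones. With no change of ratio simulated, 7 of 167 pairs had an unadjusted p of 0.05 or less. The simulated miRNAs were independent and all had the same spread between replicates, so the shares recovered may not hold for the real libraries. In the real IC libraries p-miR-58 changed by 2.26 and miR-381-3p by 2.15 on the log2 scale. Neither was called (adjusted p = 0.123 and 0.121 from edgeR), so 0 calls in the input do not show that nothing changed there. The bind-n-seq counts of Table S4 were summed over targets by site type, with 95% Wilson intervals. Figures were drawn with matplotlib 3.10.9.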

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

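The numbers of other splits of the libraries follow a rule fixed in advance. The edgeR fits and the set tests of the glia-enriched list were chosen before the data were examined. The tests of explanations in this part were chosen only after the result they bear on was seen.

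A library lay far from the others of its group in 24 of 144 comparisons of 4 or 5 libraries, where 7.2 would be expected by chance. Of these, 15 concern WT-IC2. Its median r with the other WT IC libraries was 0.682, and its counts on the glia-enriched list were 0. It had 0 counts, which gives a log2 CPM of 3.67 with the prior count, for miR-148a-3p, miR-744-3p, miR-296-3p, miR-331-3p, miR-3068-3p, miR-5121, miR-298-5p, miR-351-5p, let-7g-3p, miR-29a-3p, miR-138-5p, miR-544-3p and miR-21a-5p. The position of WT-IC2 is consistent with its low number of counts. When the other WT IC libraries were thinned to 762 counts, their median r fell from between 0.869 and 0.896 to between 0.673 and 0.711. At this depth a count of 0 says little about a single miRNA, and why the library held few counts was not tested.

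The other 9 cases are close to the number chance gives. In WT-IC3 the neuron-enriched list was high (log2 CPM 15.48, at most 14.82 in the other WT IC libraries) and miR-15b-5p low (9.32, at least 12.30 in the others). In WT-IC5, p-miR-58 (11.93, at most 9.86 in the others) and miR-29b-3p (13.08, at most 11.91) were high. WT-IP2 had a median r of 0.946 with its group and a log2 CPM of 3.11 for miR-1298-5p, from 0 counts. miR-29b-3p was low in WT-IP4 (11.66), let-7a-5p in WT-IP5 (11.73) and miR-33-5p in L192P-IP4 (11.99). Without L192P-IP4, miR-33-5p still fell in L192P IP, by 1.87 on the log2 scale, and without WT-IP4 the rise of miR-29b-3p was 1.05. No biological explanation was tested for single libraries.

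The enrichment of miR-124-3p over miR-21a-5p in IP against IC differed between the variants, as a log2 difference of -2.92 for L192P minus WT (permutation test over 7056 regroupings, two-sided, p = 0.0176). In WT the log2 ratio rose from 3.25 ± 0.77 in IC (SD, n = 5) to 5.47 ± 0.21 in IP (SD, n = 5), an enrichment of 2.22 (exact permutation test, two-sided, p = 0.00794). In L192P it went from 6.45 ± 1.12 (SD, n = 3) to 5.75 ± 0.36 (SD, n = 4), a change of -0.70 (exact permutation test, two-sided, p = 0.286). With each library left out in turn, the difference stayed between -3.29 and -2.28, the latter without L192P-IC5. The groups differ in the input, where the ratio was 3.20 higher in L192P (exact permutation test, two-sided, p = 0.0179, the smallest that 3 libraries against 5 allow), and not detectably in IP (0.27, exact permutation test, two-sided, p = 0.238). Both miRNAs contribute to the input difference, but the difference in enrichment lay mostly in miR-21a-5p. For miR-21a-5p the effects in IP and IC differed by 2.62 (edgeR, unadjusted p = 0.00156, adjusted p = 0.294). For miR-124-3p, which rose by 1.07 in IP, they differed by -0.02 (edgeR, unadjusted p = 0.962). In L192P IC miR-21a-5p changed by -1.71 and miR-124-3p by 1.08 (unadjusted p = 0.0301 and adjusted p = 0.251 from edgeR), while the neuron-enriched list, of which 6 of 7 passed the filter, moved by -0.08. The median level of miR-21a-5p was 292 CPM in WT IC and 123 in L192P IC. For the part of miR-21a-5p, a candidate explanation is more RNA from glial cells in the WT input, which the glia-enriched list addresses (-1.97, next paragraph). Less glial RNA in L192P would raise the neuron-enriched miRNAs together. In L192P IC, miR-138-5p changed by 1.01 and miR-132-3p by 0.10. miR-128-3p changed by -0.44, miR-218-5p by -0.29 and miR-212-3p by -0.26, with SEs from 0.41 to 0.54 over the list. The summed level of the list was 0.21 higher in L192P IC (exact permutation test, two-sided, p = 0.393). At this spread the list cannot decide whether less glial RNA raised miR-124-3p, and its rise stays unexplained. An effect of the variant on the cells stays open and was not tested.

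The glia-enriched miRNAs, a list of 10 written down beforehand, were not analysed in the paper apart from miR-21. In L192P IC against WT IC the 6 that passed the filter had a median log2 fold change of -1.97, and 6 of 6 were lower. The set test with a preset correlation passed (camera, 5.9e-05) and fry did not (0.0580). The values rest in part on WT-IC5, which held 902 of the counts on the list. Without WT-IC5 the median over the 4 miRNAs then tested was -0.82, and with other libraries left out it was between -2.64 and -1.51. Of the 56 splits of the IC libraries, 8 gave a median as far from 0, so other groupings of the same libraries often give as much. The summed level of the list ran from 0 to 3016 CPM in WT IC and from 166 to 1015 CPM in L192P IC. Over all 8 IC libraries the log2 difference of the sum was 0.33 (exact permutation test, two-sided, p = 0.964), with 0 counts in WT-IC2 entering the WT mean. Without WT-IC2 it was -1.74 (exact permutation test, two-sided, p = 0.143). With the 7 other IC libraries thinned to 22767 counts it was -2.14 (exact permutation test, two-sided, p = 0.114), so the lower totals of the WT IC libraries and the groups cannot be told apart at this spread. More glial RNA in the WT input may explain the list, and with 3 libraries against 5 of such spread this cannot be told apart from other differences between the cultures.

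Of the 42 miRNAs called in L192P IP against WT IP, 18 are not among the miRNAs that the paper names for the neuron data. One of them, miR-122-5p, is the guide RNA of its binding assays. The 2 largest rises among them were those of miR-341-3p (1.72) and miR-3071-3p (1.50) and the 2 largest falls those of miR-122-5p (-1.37) and let-7e-3p (-1.29), which were picked after their values were seen. The whole set of 42 was weighed together. Of 100 of the 126 splits of the IP libraries, 1, the real one, gave as many calls, and the largest of the others gave 18. The L192P IP libraries hold 2.15 times as many counts in all as the WT IP libraries. With every IP library thinned to 63411 counts, 27 miRNAs were called, 25 of them among the 42, and of 100 splits of the thinned libraries only the real one, 1 split, gave as many. The 29 of the 42 still tested all kept their sign, so depth alone cannot account for the calls. A few abundant miRNAs do take between 49.1% and 57.4% of the IP counts. Without the 10 most abundant, 43 miRNAs were called and 41 were shared with the full table. Hairpin GC content was known for 96.6% of the tested miRNAs and did not follow the change (rho -0.07, permutation test, two-sided, p = 0.213). After a linear trend with GC was removed, 39 of 40 calls stayed past a log2 change of 1. More glial RNA in the WT IP libraries would lower the glia-enriched list in L192P IP. No fall was detected, as the list was 0.52 higher there on the log2 scale (exact permutation test, two-sided, p = 0.222). This difference lies within the spread of the libraries, so it does not exclude more glial RNA in WT IP. Of the list's members 0 were called, but with only 1 tested this count decides nothing.

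A shift of miRNA levels in the cells themselves, rather than in their binding to AGO2, stays open for the same 42. Of 37 calls also tested in IC, 35 moved in the same direction there, and 18 of these had an unadjusted p under 0.05. If equally numbered IP and IC libraries are taken as 1 culture, which the profiles do not establish, 7 cultures have both. Over these the IP and IC differences correlated across miRNAs with r = 0.461, the highest of 21 splits of these cultures (next 0.431, median 0.171). Without WT-IC2 and WT-IP2 it was 0.618, the highest of 15 splits (next 0.469). With no pairing, and the 9 IP and 8 IC libraries regrouped separately, r was 0.434 (permutation test over 7056 regroupings, one-sided, p = 0.000567). Each lysate was divided, so noise shared by its IP and IC libraries would raise this r, while the splits of cultures hold only if the numbers mark the lysates. Within these limits the values are consistent with part of the IP difference being present in the input. The measure r was taken up after the count of 35 had been seen. For 7 of the 42, the effects in IP and IC differed at an unadjusted p under 0.05, and for 0 at an adjusted one (edgeR). Tagged AGO2 in the lysate is itself part of the input, which this test does not separate.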

How the results depend on the processing

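No test of an explanation is used in this part, and 3 alternatives, named where their values stand, were chosen only after the results were seen. In all 1045 comparisons of a result with an alternative were made. For 46 results on single miRNAs, pairs and lists, 778 of 820 alternatives kept the direction and the side of the threshold, 11 were stronger, 12 weaker and 19 reversed. The cause was not tested except where a sentence gives it.

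L192P IP against WT IP gave 42 calls. A mean of at least 100 counts gave 19, since only 162 miRNAs were tested, and dropping the fold change threshold gave 70 by construction. DESeq2 on all 17 libraries gave 25 (22 shared) and libraries thinned to one total 27 (25 shared), both chosen after the values were seen. The other alternatives gave between 32 and 50 calls, with the same number under DESeq2's size factors and 41 with the replicate block (37 shared). The 9 fits that each left out one library gave from 32 (without L192P-IP1) to 40. The share of higher miRNAs was 57.1%. It lay between 54.1% (without L192P-IP2) and 68.4% (mean of at least 100 counts) in the alternatives set beforehand, and was 59.3% after thinning and 48.0%, no longer a majority, with DESeq2 on all 17 libraries.

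L192P IC against WT IC gave 0 calls, with 61 at an unadjusted p under 0.05. It gave 6 without the low-count filter, 1 at a mean of at least 100 counts, 29 with all 17 libraries in one fit and 27 with DESeq2 on all of them, the last chosen after the values were seen. The 8 fits that left out one library gave from 0 to 13 (13 without WT-IC5, 2 without L192P-IC3 and 1 without WT-IC3). The interaction gave 0, and 1 without the filter, and from 0 to 3 with one library left out (3 without L192P-IC3). Its unadjusted count was 35. With the library number as a replicate block, over the 14 libraries that have both fractions, it gave 0, and 19 at an unadjusted p under 0.05, chosen after the values were seen.

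WT IP against WT IC gave 75 calls, 120 with DESeq2 (62 shared), 206 without the filter (72 shared), 30 at a mean of at least 100 counts, 165 with all 17 libraries in one fit (72 shared), 155 with DESeq2 on all of them (67 shared, chosen after the values were seen), and from 79 to 98 with one library left out. L192P IP against L192P IC gave 94, 147 without the filter, 42 at a mean of at least 100 counts, 169 with the replicate block over the 4 libraries numbered 3 and 4 (86 shared), and from 74 to 150 with one library left out (150 without L192P-IC5).

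Changed strand ratios numbered between 38 and 71 under the alternatives and from 45 to 61 with one library left out, around 56. The number past the threshold in IP and not in IC, 34, was 7 by the interaction test (5 shared) and 32 without WT-IC2. Among changed pairs the share toward the passenger, 41.1%, was 35.7% and past the threshold with the guide from WT IC, and from 40% to 49.0% with one library left out. Among all pairs it crossed 50%, from 51.2% to 48.2% with the guide from WT IC, 48.8% at a mean of at least 10 counts per arm, and from 49.7% (without WT-IP3) to 53.0% with one library left out.

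The median of the isomiR parents, 1.09, was 0.49 without its called members (camera 0.0818, fry 0.0311), a drop that leaving out the largest changes fixes in advance. It was from 0.82 to 1.20 with one library left out. The Dlk1-Dio3 median stayed past the threshold under every alternative run, from 0.18 to 0.31 with one library left out. With miR-128-3p in place of miR-124-3p, the ratio to miR-21a-5p reversed between the variants in IP (-0.88 against 0.27), was 1.86 in IC and no longer past the threshold, and was 1.75 in IP against IC and past it. With one library left out the ratio of miR-124-3p to miR-21a-5p ran, in the same order, from 0.13 to 0.41, from 2.55 to 3.56 and from 0.83 to 1.61 (1.61 without L192P-IC5, past the threshold). For the clustering, Spearman's rho gave 9 of 9 IP and 5 of 7 IC libraries with their variant, complete linkage 5 of 7 IC and variance-stabilized values 9 of 9 IP.

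Without the 6mer, the seed-matched bind-n-seq shares fell by construction to 0.385% in the input, to 35.4% (WT), 7.53% (L192P), 11.4% (A367P), 8.19% (T357M) and 19.0% (F182∆) after 0.5 min, and to 56.8%, 26.9%, 39.2%, 31.3% and 37.0% after 60 min in the same order.

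Single results that reversed lay near 0. let-7a-5p (0.09) was -0.16 with the replicate block, -0.0519 after thinning (chosen after the values were seen) and from -0.0645 to 0.32 with one library left out. let-7c-5p (-0.16) was 0.0148 without the filter and from -0.36 to 0.0210. miR-125a-3p (-0.01) was 0.0023 with DESeq2, 0.0488 by library size, 0.16 without the filter, 0.0031 with all 17 libraries and from -0.11 to 0.0880. The neuron-enriched list (-0.02), whose results were all chosen after the values were seen, was 0.00707 by library size and from -0.0657 to 0.0687.

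Depth limits what the WT IC libraries can show. In WT-IC2 a miRNA had to reach 3937 CPM for 3 counts, and in WT-IC3 131.8 CPM. The low-count filter removed miR-5121 from the IP comparison.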

Differences from the paper's values

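No test of an explanation is used in this part, so no tests were chosen after a result was seen.

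The paper reports 23 miRNAs that differ between AGO2-L192P and WT in IP, 9 of them enriched, against 42 and 24 here. The number of depleted miRNAs, 18 here, did not differ by the same measure. Of the alternatives set before the data were examined, a mean of at least 100 counts (19 calls), all 17 libraries in one fit (32) and leaving out L192P-IP1 (32) brought the total within 1.5 times the paper's, and the other 15 did not. For the enriched miRNAs, only the mean of at least 100 counts did (13), and the other 17 did not. DESeq2 with all 17 libraries in one fit gave 25 calls, 12 of them higher, and IP libraries thinned to one total gave 27, and both were chosen after seeing the values.

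For strand ratios the paper reports 33 miRNAs, against 56 pairs here. Benjamini-Hochberg adjustment (38), a mean of at least 10 counts per IP library in each arm (39), the exact permutation test (45), leaving out WT-IP3 (45) and leaving out L192P-IP1 (49) brought the number within 1.5 times the paper's, and the other 11 alternatives set before the data were examined did not. Of these, the paper reports 11 as altered specifically in IP, against 34 here that were past the threshold in IP and not in IC, and none of the 4 alternatives closed the gap (7 with the interaction test, 32 without WT-IC2, 37 on levels alone and 45 on ratios alone).

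The paper's text gives 50% as the share of the listed isomiRs that are trimmed at the 3' end with an exchange, and in Table S1 the share is 20%. The counts by category also differ from Fig. 5D, read by eye. The figure shows about 10 trimmed with an exchange and about 4 trimmed without, where the table has 4 and 10. It shows about 1 extended with an exchange and about 3 extended without, where the table has 3 and 1. No alternatives apply to these counts.

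The paper states that the libraries clustered by fraction and variant apart from WT-IC2. In the main setting here 5 of 9 IP libraries and 4 of 7 IC libraries lay in the branch of their variant. In each fraction 1 WT library, WT-IP2 or WT-IC3, took a branch alone, so the remaining WT libraries were counted as misplaced. These counts cannot show whether those libraries lay apart from L192P within the other branch. With Spearman's rho, and with Euclidean distance of variance-stabilized values, all 9 IP libraries lay with their variant. No setting run placed all 7 IC libraries with theirs.

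The paper counts miR-5121 among the depleted miRNAs, and here the low-count filter removed it. It was called without the filter and with all 17 libraries in one fit, and also with DESeq2 on all 17 libraries, which was chosen after seeing the values. Fig. 7D includes miR-497a-5p, which was not called here (log2 fold change -1.55). It was called without L192P-IP2 (-1.97), without WT-IP4 (-1.83) and with DESeq2 on all 17 libraries (-1.66), the last chosen after seeing the values. The latter setting called all 9 enriched miRNAs and 12 of the 13 depleted ones that the figures name.

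The paper's text names miR-92-3p as a potential regulator, while Fig. 7 shows miR-29-3p. Of these families miR-29b-3p was called, and miR-92a-3p (0.90) and miR-92b-3p (0.54) were not. miR-92a-3p was called without the low-count filter (1.08) and without WT-IP1 (1.07).

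By qPCR, with miR-21 for comparison, the paper finds miR-124 enriched in IP over IC when the tagged AGO2 variants were expressed, with the highest relative enrichment for WT. In the sequencing counts miR-124-3p by itself changed in IP against IC by -0.31 in WT (adjusted p = 0.471 from edgeR) and by -0.20 in L192P (adjusted p = 0.712 from edgeR), relative to all miRNAs of the library. Relative to miR-21a-5p the log2 change was 2.22 in WT and -0.70 in L192P.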

Other observations

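The hypotheses in this part and their tests were chosen only after the results were seen, with these exceptions. The numbers of other splits follow a rule fixed in advance. The lists of miRNAs, the edgeR fits and the set tests of the Dlk1-Dio3 list were chosen before the data were examined.

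Other splits of the libraries were counted for each result over many miRNAs. Of 56 splits of the IC libraries, 4 gave as many miRNAs at an unadjusted p under 0.05 as L192P IC against WT IC (61, the largest of the others 67), so a chance split of these libraries could give as much. For WT IP against WT IC 1 of 100 splits, the real one, gave as many calls as 75 (the largest of the others 52), and for L192P 1 of 35 gave as many as 94 (the largest of the others 34). For changed strand ratios in IP 1 of 100 splits gave as many as 56, although the largest of the others reached 52. For ratios past the threshold in IP and not in IC it was 1 of 100 splits for 34, with 30 in the next. For the median of the isomiR parents 1 of 100 splits gave as much as 1.09 (next 0.94), but the study chose these parents from the same libraries under the real grouping, which favours the real split, so this count decides nothing. For the difference between the effects in IP and IC, 31 of 100 splits gave as many miRNAs at an unadjusted p under 0.05 as the 35 found.

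The miRNAs of the imprinted Dlk1-Dio3 cluster on chromosome 12, which the paper does not discuss as a set, were listed from general knowledge. Of 98 names 96 were in the table and 66 were tested. Their median log2 fold change in L192P IP was 0.21, with 46 of 66 higher (camera 2.0e-04, fry 0.00125). 9 were called, and 17 had an adjusted p under 0.05 in edgeR, as did 17 when adjusted over the list alone. The list shares 4 members with the isomiR parents. In IC the median was 0.35. Of 100 splits of the IP libraries, 6 gave a median as far from 0 (largest of the others 0.30), so the shift may be a chance split of the libraries. A rise in the cells and a rise on AGO2 were not separated for this list.

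The neuron-enriched list had a median of -0.02 in L192P IP against WT IP (6 of 7 tested, 3 higher), and miR-124-3p in it was called at 1.07 (adjusted p = 0.00647 from edgeR). miR-124-3p fell below the fold change threshold in 3 of the 9 fits that left out a library. The summed level of the list in IP was 0.23 higher in L192P on the log2 scale (exact permutation test, two-sided, p = 0.143). miR-21a-5p changed by 0.91 in IP (adjusted p = 0.0588 from edgeR) and by -1.71 in IC, and the difference between these was 2.62 (unadjusted p = 0.00156 from edgeR). Over all libraries the ratio of miR-124-3p to miR-21a-5p was 1.14 higher in IP than in IC on the log2 scale (permutation test, two-sided, p = 0.0900).

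More miRNAs were counted in L192P IP and not in WT IP (219) than the other way (97). This is consistent with the larger number of counts in the L192P IP libraries. With the pooled counts of both groups thinned to one total, 127 (range 108 to 145 over 100 draws) were counted in L192P IP alone and 157 (range 137 to 169) in WT IP alone. At the full counts, 16 miRNAs had 5 or more counts in L192P IP and 0 in WT IP, against 2 the other way. Forms seen exclusively in 1 variant, such as the isomiRs of Table S1, were not tested in this way, since their reads were not analysed here.

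miR-5121 was lower in L192P than in WT in both fractions. Its IP counts may be carried over from the input, in which case the effect would be the same in IP and IC. The difference between the effects was -1.37 on the log2 scale (unadjusted p = 0.0776 from edgeR), and with 5 counts in all L192P IP libraries a loss of binding and such a carry-over cannot be told apart. Its hairpin overlaps Snord33, so its reads could come from the snoRNA, which AGO2 would not be expected to bind. As a set, miRNAs whose hairpin overlaps a small RNA gene were not lower in WT IP against WT IC than the others (5 against 239 miRNAs, difference in medians 0.19, permutation test, two-sided, p = 0.682). In L192P the difference was -0.44 (7 against 355 miRNAs, permutation test, two-sided, p = 0.372). With so few miRNAs in the set, the source of the reads cannot be told apart, and a biological explanation was not tested.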
